# Reduced Lamin A/C Does Not Facilitate Cancer Cell Transendothelial Migration but Compromises Lung Metastasis

**DOI:** 10.3390/cancers13102383

**Published:** 2021-05-14

**Authors:** Francesco Roncato, Ofer Regev, Sara W. Feigelson, Sandeep Kumar Yadav, Lukasz Kaczmarczyk, Nehora Levi, Diana Drago-Garcia, Samuel Ovadia, Marina Kizner, Yoseph Addadi, João C. Sabino, Yossi Ovadya, Sérgio F. de Almeida, Ester Feldmesser, Gabi Gerlitz, Ronen Alon

**Keywords:** cancer metastasis, nucleus, diapedesis, extravasation, epigenetics, chemotaxis, imaging

## Abstract

**Simple Summary:**

The nucleus is the largest and stiffest organelle of tumor cells. Cancer metastasis depends on the ability of cancer cells circulating in the blood to exit blood vessels and survive in target organs. The roles of the shell (lamina) of the nucleus in cancer cell migration and survival in distinct organs of metastasis are still unclear. A-type lamins are key lamina components that increase nuclear stiffness and reduce squeezing capacity through highly rigid barriers. We addressed how reduced expression of A-lamins (lamin A/C) affects cancer cell survival and crossing of endothelial barriers and lung capillaries and found that reduced lamin A/C expression impairs cancer growth in spheroids and restricts cancer metastasis to lungs without improving cancer cell squeezing and extravasation from lung vessels, the key platform for cancer entry into lungs.

**Abstract:**

The mechanisms by which the nuclear lamina of tumor cells influences tumor growth and migration are highly disputed. Lamin A and its variant lamin C are key lamina proteins that control nucleus stiffness and chromatin conformation. Downregulation of lamin A/C in two prototypic metastatic lines, B16F10 melanoma and E0771 breast carcinoma, facilitated cell squeezing through rigid pores, and reduced heterochromatin content. Surprisingly, both lamin A/C knockdown cells grew poorly in 3D spheroids within soft agar, and lamin A/C deficient cells derived from spheroids transcribed lower levels of the growth regulator *Yap1*. Unexpectedly, the transendothelial migration of both cancer cells in vitro and in vivo, through lung capillaries, was not elevated by lamin A/C knockdown and their metastasis in lungs was even dramatically reduced. Our results are the first indication that reduced lamin A/C content in distinct types of highly metastatic cancer cells does not elevate their transendothelial migration (TEM) capacity and diapedesis through lung vessels but can compromise lung metastasis at a post extravasation level.

## 1. Introduction

The nucleus is the largest and stiffest organelle in all cells and therefore imposes the main barrier for cell crossing of cellular and mechanically resistant extracellular barriers [1,2]. The nucleus must undergo various shape changes during cell migration through cellular and extracellular barriers [1]. A-type lamins, namely lamin A and its splice variant lamin C (herein lamin A/C), are key nuclear lamina intermediate filament proteins that control nucleus stiffness [2,3,4] and regulate chromatin conformation and accessibility [5,6]. A-type lamins also control nuclear crosstalk with all types of the cell cytoskeleton, including microtubules and actin filaments [7,8,9], and thereby regulate nuclear location and response to mechanical signals from the extracellular environment [4,10,11,12].

How nuclear squeezing is regulated in solid cancer cells migrating through variable interstitial ECM barriers and constricted vascular spaces is only partially understood [13,14,15]. The soft nuclei of most leukocytes contain low levels of lamin A/C and high levels of other lamins, primarily of the B type [4]. The low ratio of A and B lamins allows leukocytes to undergo massive and rapid deformation during fast squeezing through vascular endothelial junctions and collagenous interstitial spaces [16]. In contrast to leukocyte nuclei which express very low levels of lamin A/C, the nuclei of invasive metastatic cancer cells of mesenchymal origin contain high levels of these lamins and are therefore generally more stiff, potentially imposing higher restrictions on the ability of these cells to cross physiological barriers [17,18]. However, the cytoskeleton of endothelial cells which comprise the major barriers for nuclear squeezing during TEM is contractile [18,19]. Although collagenous barriers can undergo extensive remodeling by cell-generated forces and proteolysis [20], solid tumor cells with high lamin A/C content might less efficiently cope with these barriers than with endothelial barriers [16]. Support for this idea was recently provided by experiments with leukocytes overexpressing lamin A; a 10-fold increase in the ratio of lamin A to lamin B dramatically restricted leukocyte nuclear squeezing through rigid pores (transwell migration assays) and dense collagenous barriers but was largely permissive for leukocyte transendothelial migration [16].

The direct contributions of lamins to cancer cell migration, growth, and malignancy have been in debate [21,22]. There is no overall pattern of A-type lamin expression in cancers, and inconsistent patterns are frequently observed between cancer subtypes [23]. On one hand, lamin A/C expression is reduced in several solid cancers, and cancer progression was suggested to correlate with lower lamin A/C expression [21,22,23,24]. Decreased lamin A/C expression is also a sign of poor prognosis in several skin, breast, lung and colon cancers [24,25,26,27]. On the other hand, lamin A/C upregulation has also been shown to be associated with more aggressive cancers [23]. For instance, in pre-metastatic colon adenocarcinoma, higher lamin A levels correlate with increased motility and invasiveness and in elevated mortality in colorectal cancers [28]. Furthermore, overexpression of A-type lamins in some cancer cells causes enhanced growth, invasion, and migration by activation of the PI3K/AKT/PTEN pathway [29]. Because lamin A/C knockdown nuclei can be more easily deformed and preferentially squeeze through rigid confinements, it has been postulated that tumor cells with low expression levels of these lamins can more readily invade tissues [24,25]. Nevertheless, the direct in vivo evidence for this assumption has never been provided due to the complex roles of A-type lamins in protecting the nuclei from mechanical nuclear rupture, DNA damage, and cell growth arrest [30]. Interestingly, higher expression of the *LMNA* gene correlates with poor survival of melanoma and a subset of breast cancer patients in the TCGA dataset (Figure S1). Because poor survival is often the result of higher metastatic burden, these data prompted us to asses at the molecular level the outcome of reduced type A lamin levels on the ability of murine melanoma and breast cancer cells to give rise to cancer metastasis in syngeneic immunocompetent mice.

In the present work we have systematically tested, both in vitro and in vivo, if downregulation of lamin A/C expression with retained levels of B lamins alters specific migratory, proliferative, and metastatic properties of two bona fide murine metastatic cells, namely, B16F10 melanoma and the luminal B E0771 breast carcinoma. We specifically wished to address whether extravasation of these cancer cells from different blood vessels, and in particular from the relatively impermeable lung capillaries of syngeneic recipient mice, are favored by the softening of their nuclei introduced via downregulation of lamin A/C. In vitro, downregulated lamin A/C levels introduced by ectopic expression of lamin A/C specific shRNA dramatically facilitated the squeezing of both cells through rigid pores. Surprisingly, however, the endothelial crossing of lamin A/C knockdown cells in vitro, as well as their emigration from the pulmonary circulation were not compromised. The ability of both lamin A/C low melanoma and breast cancer cells to generate metastatic lesions in the lungs was markedly compromised. In vitro, both B16F10 melanoma and E0771 luminal B breast adenocarcinoma cells [31] with lamin A/C knockdown exhibited proliferation defects when grown in spheroids within 3D environment. Our results suggest that reduced nuclear lamin A/C content does not elevate the squeezing ability of melanoma and breast cancer cells through physiological endothelial barriers but results in impaired in vitro growth in spheroids, associated with reduced Yap1 transcription, and in slower metastatic growth of these cells in the lungs.

## 2. Materials and Methods

### 2.1. Cells

Murine melanoma (B16F10) and Lewis Lung Carcinoma (LL/2) cells were grown in DMEM supplemented with 10% FBS. Murine breast adenocarcinoma cells (E0771) were grown in DMEM supplemented with 10% FBS, 1 mM sodium pyruvate and 10 mM HEPES. Human embryonic kidney (HEK293T) and murine brain endothelial (bEnd.3) cells were cultured in DMEM medium supplemented with 10% FBS and 2 mM L-glutamine.

### 2.2. Mice

Wild-type mice (WT) on C57BL/6 background were maintained in a pathogen-free facility and all animal procedures were approved by the Animal Care and Use Committee of the Weizmann Institute of Science. Male and female 7 to 8-week-old mice were used in all experiments.

### 2.3. Imaging and Analysis of Tumor Cell Transendothelial Migration

The transmigration assay of tumor cells was performed under shear-free conditions. Murine endothelial bEnd.3 cells (8 × 10^4^) were seeded in a μ-Slide VI0.4 ibiTreat (ibidi), pre-coated with gelatin (1% in DDW) for 30 min at 37 °C. A day later, B16F10 or E0771 cells were labeled with 20 µM Hoechst 33342 for 5 min at 37 °C and resuspended in binding medium (Hank’s balanced-salt solution 1× containing 2 mg/mL BSA and 10 mM HEPES, pH 7.4, supplemented with 1 mM CaCl_2_ and 1 mM MgCl_2_) and introduced in the ibidi chamber over a confluent bEnd.3 monolayer. Images were acquired at a rate of one frame every 4–5 min for 4 h using an IX83 inverted microscope (Olympus Corporation, Tokyo, Japan) equipped with UPlanFLN 20 ×/0.50 Ph1 ∞/0.17/FN 26.5 objective (Olympus Corporation, Tokyo, Japan), 49000-ET-DAPI filter set (Chroma Technology Corp., Bellows Falls, VT, USA). ORCA-Flash4.0LT camera, model: C11440-42U (Hamamatsu Photonics K.K., Hamamatsu, Japan). Temperature was maintained at 37 °C throughout the assay. For analysis of migratory categories, tumor cells in different fields of view (10–15 cells per field) were individually tracked and categorized using cellSense software 1.16 (Olympus Corporation, Tokyo, Japan). Close monitoring of individual frames allowed the discrimination of transmigrating tumor cells from tumor cells that failed to complete TEM either because of inability to protrude through endothelial junctions (SA) or squeeze their nuclei through these junctions and underneath the endothelial monolayer (SEP). See also Video S2. Of note, we did not observe intercalation of individual tumor cells in between ECs [32]. Fiji software was used to determine nuclear circularity of transmigrating tumor cells at different frames of the time-lapse videos. This software was also used to incorporate labels, scale bars, and to manually outline tumor cell’s leading edge and nucleus into different video segments.

### 2.4. Transwell Migration Assays

Fibronectin (1.5 µg/mL in PBS) was coated for 30 min at 37 °C onto both sides (for chemotaxis assays) or only on the bottom side (for haptotaxis assays) of 8 or 3 µm hanging cell culture inserts (MCEP24H48 and MCSP24H48, Millipore, Darmstadt, Germany). After washing the filters with PBS, B16F10 or E0771 cells (4 × 10^4^) resuspended in DMEM containing 0.1% BSA were introduced into the top chamber. DMEM with 0.1% BSA was placed in the lower chamber in the presence or absence of HGF, a potent chemoattractant for B16F10 but not for E0771 cells. After 4 or 24 h at 37 °C with CO_2_, cells were fixed with paraformaldehyde (4% in PBS) for 15 min and stained with crystal violet (3% in DDW) for additional 15 min, both at RT. Cells on the upper side of the filter were scraped using a cotton swab whereas cells located on the bottom side were imaged using a SZX16 stereo microscope (Olympus Corporation, Tokyo, Japan) equipped with SDF PLAPO 1XPF objective (Olympus Corporation, Tokyo, Japan) set at 10× magnification and a DP73 camera (Olympus Corporation, Tokyo, Japan). The number of migrating cells in 5 fields of view (704 × 528 µm) per transwell insert was manually quantified using cellSense software.

### 2.5. Generation of shRNA—Expressing Cancer Cell Lines

Lentiviruses were produced by co-transfecting HEK293T cells with the shControl or shLmna vectors and three helper plasmids (Gag-Pol, Rev and VSV-G,) using Lipofectamine^®^ 2000. The virus-containing medium was harvested 48 or 72 h after transfection and subsequently precleaned by a brief centrifugation at 600× *g* and a 0.45 µm filtration. Viruses were collected and concentrated with a precipitation solution (40% PEG8000 and 2.5N NaCl) and stored at −20 °C overnight. A day later, the medium was thawed and centrifuged at 2400× *g* for 30 min at RT. The viral pseudoparticles were resuspended in 200 µL of culture medium and mixed with 2.5 × 10^4^ of tumor cells for 12 h. 36 h after viral transduction, puromycin was added to the culture medium at a concentration of 2.5 µg/mL (B16F10) or 3 µg/mL (E0771) and tumor cells were selected and expanded, replacing growth media every 48 h. Mean protein knockdown levels were assessed by Western blotting. Detailed information about the western blot can be found at Figure S14.

### 2.6. RNA Isolation and Real—Time qRT-PCR

RNA was isolated using Total RNA Mini Plus (A&A Biotechnology, Gdańsk, Poland). Complementary DNA (cDNA) was synthetized using qScript^TM^ cDNA Synthesis Kit (Quantabio, Beverly, MA, USA). SYBR Green real time—PCR was carried out according to the manufacturer’s instructions (Applied Biosystems, Waltham, MA, USA). qPCR signals (cT) in each experimental group were normalized to GAPDH levels.

### 2.7. Imaging of Tumor Cell Nuclear Dynamics

B16F10 or E0771 cells (2 × 10^4^) were trypsinized, labeled in suspension with 20 µM Hoechst 33342, resuspended in binding medium (composition described above), and introduced in a μ-Slide VI0.4 ibiTreat (ibidi) over a bEnd.3-deposited basement membrane extracellular matrix. Images were acquired at a rate of one frame every 4–5 min for 2 h using an IX83 Inverted Microscope (described above). Temperature was kept at 37 °C throughout the assay. Background was subtracted for the fluorescent channel using cellSense 1.16 (Olympus Corporation, Tokyo, Japan) software. FiJi (SciJava) software was used for title and time code labeling and determination of nuclear circularity of individual cells.

### 2.8. Light Sheet Fluorescent Microscopy of Tumor Cells and Lung Vasculature

B16F10 (2 × 10^4^) or E0771 (10^4^) cells labeled with CMTMR dye (Thermo Fisher Scientific), 10 µM for 30 min according to the manufacturer’s instructions, were injected in the retro-orbital sinus of recipient mice. Euthanasia by administration of sodium pentobarbital (200 mg/Kg) was practiced 3 h later. Blood capillaries were labeled 15 min before the animal sacrifice by intravenous injection of 6 µg of an Alexa 647-conjugated anti-CD31 mAb. Immediately after the sacrifice, mice were transcardially perfused with PBS and the lungs inflated via the trachea with low gelling agarose (Sigma-Aldrich, Darmstadt, Germany), subsequently fixed with paraformaldehyde (4% in PBS) for 2 h, dehydrated and cleared using ethyl cinnamate as described in [33]. Cleared intact lung lobes, were imaged using an Ultramicroscope II (LaVision BioTec, Bielefeld, Germany) operated by the ImspectorPro software (LaVision BioTec, Bielefeld, Germany). For excitation light sheet was generated by a Superk Super-continuum white light laser (emission 460 nm–800 nm, 1 mW/nm–3 (NKT Photonics, Birkerød, Denmark), followed by specific excitation filters per channel. For detection optics microscope was equipped with a single lens configuration-4× objective-LVBT 4X UM2-BG, with an adjustable refractive index collar set to the RI of 1.56. Images were acquired by an Andor Neo sCMOS camera (2560 × 2160, pixel size 6.5 µm × 6.5 µm, Oxford Instruments, Abingdon, Oxfordshire). Z stacks were acquired in 3 μm steps. Channel configuration for GFP and EGFP excitation 470\40 emission 525\50, for CMTMR, excitation 560\40 emission 630\75, and for CD31-AF647 excitation 640\30 emission 690\50.

### 2.9. Image Reconstruction and Analysis

Three-dimensional rendering of LSFM was performed via Imaris software (Oxford Instruments, Abingdon, Oxfordshire, UK). Surfaces of CMTMR-labeled tumor cells were created using volume (comprised between 1000 and 25,000 µm^3^) and intensity (max of red fluorescent channel) as defining features to unequivocally separate them from background signals. Each cell was individually segmented and its distance was measured with respect to the CD31-labeled blood vessels. Cell positions of intravascular, extravascular or protruding were determined by this spatial analysis. See also Videos S6–S8.

### 2.10. Determination of Tumor Cell Accumulation in Lungs

B16F10 (2 × 10^4^) or E0771 (10^4^) cells labeled with 10 µM CMTMR for 30 min according to the manufacturer’s instructions, were resuspended in PBS and injected into the retro-orbital sinus of recipient mice. When long-term survival and lung metastasis were determined i.e., >3 days post injection, cancer cells were introduced through tail vein injection to avoid the formation of eye tumors at the site of injection. Euthanasia by administration of sodium pentobarbital (200 mg/Kg) was practiced 3 h or 3–7 days later. Immediately thereafter, mice were transcardially perfused with PBS and the lungs were extracted, minced and incubated in RPMI-1640 containing collagenase type 4 (1.5 mg/mL) and DNase I (20 µg/mL) at 37 °C for 45 min. Lung cell suspensions were pushed through a 100 µm cell strainer and centrifuged at 0.2× *g* or 5 min at 4 °C. RBCs were subsequently lysed with an RBC lysis buffer (Sigma-Aldrich, Darmstadt, Germany). The cells were resuspended in ice-cold FACS buffer (PBS with 1% BSA, 0.1% sodium azide and 5 mM EDTA), filtered through a 70 µm strainer. Additionally, the cell suspension was resuspended in Annexin V Binding buffer (BioLegend, San Diego, CA, USA), labeled with APC-conjugated Annexin V antibody (BioLegend, San Diego, CA, USA) for 15 min at RT and analyzed using a CytoFLEX flow cytometer (Beckman Coulter, Brea, CA, USA).

### 2.11. Cell Growth on 2D Culture Plates

B16F10 or E0771 cells were seeded at a low density of 5 × 10^3^/well in a 6-well plate. Puromycin-containing growth medium was replaced every 24 h throughout the duration of the assay (72 h). To determine the number of viable cells proliferating on the plates, cells were trypsinized and counted by flow cytometer every 24 h.

### 2.12. Cell Growth in 3D Soft Agar

B16F10 or E0771 cells were suspended at a density of 4 × 10^3^/mL of 0.3% low gelling agarose in DMEM +10% FBS and equilibrated at 4 °C for 15 min in 12-well plate as described [34]. The cell agar suspension was warmed to 37 °C and cultured in a humidified incubator containing 5% CO_2_ at either normoxic (21% O_2_) or hypoxic (1% O_2_) conditions. Spheroid formation was monitored on the first, third and 6th day using a IX83 inverted microscope (Olympus) equipped with UPlanFLN 4 ×/0.13 Ph1 ∞/-/FN 26.5 objective (Olympus). In parallel, cancer cell colonies grown directly on the bottom of each well were also imaged. To isolate individual spheroids grown in 3D conditions, the layer of agarose containing the spheroids was mechanically removed and solubilized in PBS prewarmed at 45 °C. Spheroids were spun down at 0.8× *g* for 5 min at RT and either trypsinized with trypsin B to recover single cells stained for annexin V and propidium iodide (BioLegend), or lysed to obtain total RNA. Alternatively, spheroids were settled on a glass-bottom dish previously coated with 0.01% poly-L-lysine for 30 min at 37 °C, fixed with 4% PFA in PBS for 3 h at RT, permeabilized with 1% Triton X-100 in PBS for 3 h at RT, blocked with 10% horse serum for 30 min at 37 °C and stained overnight at 4 °C with the primary antibody, followed by incubation with the secondary antibody and Hoechst 33342 for 1h at RT.

### 2.13. Experimental Lung Metastases

B16F10 (4 × 10^4^) or E0771 (10^4^ or 2 × 10^4^) either shControl or shLmna cells were suspended in 200 µL PBS +0.25 mM EDTA and injected into the tail vein of recipient mice. Animals were euthanized by administration of sodium pentobarbital (200 mg/Kg) 14 or 28 days later. Immediately after the sacrifice, mice were transcardially perfused with PBS and the lungs were extracted and visually analyzed for the presence of surface metastatic foci, subsequently stored in 4% PFA for 24 h and 1% PFA at 4 °C for long term storage. Paraffin embedding and H&E staining of 5 µm-thick sections were performed by the histology unit of the Weizmann Institute of Science. Sections were digitalized using a Pannoramic SCAN II (3DHISTECH, Budapest, Hungary) and analyzed using CaseViewer software (3DHISTECH, Budapest, Hungary).

### 2.14. Patient Survival Analysis

Kaplan-Meier curves representing patient disease specific survival (DSS), were generated using survminer R package. Maximally selected rank statistics was used to determine the optimal cutpoint for patient survival based on *LMNA* mRNA expression levels (high and low). TCGA data for metastatic skin cutaneous melanoma and luminal B invasive breast carcinoma survival and expression were retrieved using cgdsr (v.1.3.1) R package.

### 2.15. Statistical Analysis

Data in graphs are represented as mean or mean ± standard error of the mean (SEM). Student’s two-tailed unpaired *t* test or Mann-Whitney two-tailed *U* test were used to determine the significance of the difference between means of two groups. One or two-way ANOVA tests were used to compare means among three or more independent groups/categories. Significance was set to *p* < 0.05. Statistical details of experiments can be found in the figure legends.

### 2.16. Additional Supplementary Methods

Additional methods sections are included in Supplementary Material and Methods [35,36,37,38,39,40,41,42,43,44,45].

## 3. Results

### 3.1. Lamin A Downregulation in B16F10 Melanoma Increases Nucleus Deformability and Squeezing through Rigid Pores but Does Not Affect Transendothelial Migration

We first downregulated lamin A and lamin C expression in the nuclei of B16F10 melanoma cells by stably expressing in these cells a lamin A/C shRNA construct targeting exon 8 of the *Lmna* gene (Figure 1A,B). Because the nuclear lamina stiffness is sensitive to the ratio between type A and type B lamins in both mesenchymal and hematopoietic cells [4], we expected that lamin A/C downregulation would also increase nuclear deformability and squeezing capacities in our melanoma cell model. Downregulating lamin A and lamin C expression in the B16F10 melanoma line by 90%, but leaving lamin B1 levels intact altered the ratio of type A to type B lamins by approximately 10-fold (Figure 1A). As expected, lamin A/C downregulation resulted in decreased nuclear circularity in a nonconfined space (Figure 1C) as well as a dramatic enhancement of B16F10 squeezing through small rigid pores, but much less so through large pores (Figure 1D,E). A similar gain of squeezing of B16F10 cells was observed by using another lamin A/C shRNA construct with weaker knockdown potency (Figure S2A, shLmna-2), and in cells subjected to transient siRNA-mediated downregulation (Figure S2B).

To assess if and how these changes in the composition and deformability of the tumor nucleus promote tumor cell squeezing through physiological endothelial barriers, we established a new in vitro video microscopy-based assay in which nuclear squeezing of tumor cell crossing confluent monolayers of bEnd.3 murine endothelial cells can be compared. Nucleus location, deformation and squeezing in individual transmigrating tumor cells could be readily tracked in real time by fluorescence and phase contrast microscopy of tumor cells whose nuclei were prelabeled with the nuclear dye Hoechst (Videos S1 and S2). This assay allowed us to follow how individual tumor cells complete an entire sequence of transendothelial migration (TEM) steps immediately after settling on confluent endothelial monolayers, including protrusion, generation of large subendothelial pseudopodia (lamellipodia), squeezing their nuclei, tail detachment, and locomotion underneath the endothelial monolayer (Figure 2A; Video S2). Out of three murine cancer cell lines compared in this new assay, namely B16F10, E0771, and LL/2, B16F10 melanoma exhibited the highest extent of TEM (Figure 2B). Notably, the TEM of B16F10 as well as of other cancer cells compared in this system was over 30-fold slower than that of leukocytes [16,19] due to a very slow formation of the subendothelial leading edge (*t* = 26 ± 22 min for B16F10 in contrast to 30 ± 15 s for T cells) and the inability of the tumor nucleus to translocate into this leading edge as during leukocyte TEM [16,19].

Surprisingly, and in contrast to the squeezing results across rigid pores (Figure 1D,E), the extent of B16F10 TEM was not increased by lamin A/C knockdown (Figure 2C,D; Video S3). However, the extent of nuclear deformation for lamin A/C downregulated nuclei was significantly greater than that of the control tumor cells (Figure 2E). The nuclei of lamin A/C knockdown B16F10 cells also deformed more readily when these cells spread on a nonconfined 2D substrate coated with the basement membrane deposited by the endothelial monolayer (Figure 1C), whereas the motility of lamin A/C knockdown cells was unaltered (Video S4). These results collectively suggest that the reduced nuclear stiffness and the increased nuclear deformability of lamin A/C knockdown B16F10 cells do not provide a migratory advantage for the transmigration of these cells through endothelial barriers. These observations also suggest that differences in tumor cell squeezing through infinitely rigid barriers do not correlate with squeezing through physiological cellular barriers. This finding could be due to the high mechanical flexibility of the endothelial cytoskeletal barriers maintained by their rapid actin turnover and dynamic contractility [19].

### 3.2. Lamin A Downregulation Does Not Increase B16F10 Extravasation across Lung Vessels In Vivo and Does Not Accelerate Melanoma Apoptosis in the Lung Parenchyma

Our in vitro results thus indicated that lamin A/C downregulation in B16F10 cells enhance their squeezing through rigid confinement without affecting ability to transmigrate across endothelial barriers. To assess the distinct migratory outcomes of lamin A/C downregulation in B16F10 melanoma cells in vivo, we introduced an experimental lung metastasis model based on intravenous (IV) injection of minute numbers of fluorescently labeled cells (Figure S3), in order to minimize nonphysiological inflammatory responses associated with a bolus of cancer cells that simultaneously enter the lung vasculature. Tumor metastasis in the lung spreads nearly exclusively through the pulmonary capillaries [46], an extensive network of relatively impermeable capillaries considered to be poorly permeable compared with vessels targeted by metastatic cells at other organs like the bone marrow and liver [47]. IV injections of tumor cells are extensively used for studying hematogenous dissemination and expansion in the lung [48]. Because the tumor cells are introduced in a single event, their arrival at the lung vasculature is synchronized which allows accurate temporal dissection of the earliest extravasation steps taken by individual circulating metastatic cells entering the lung vasculature several hours post injection. To determine the effects of lamin A/C downregulation on the earliest tumor cell extravasation across the lung capillaries, we compared the cancer cell partition inside and outside lung vessels with newly developed 3D imaging of the injected fluorescently labeled cancer cells in relation to CD31 stained lung vessels (Figure 3A,B; Video S5). Surprisingly, lamin A/C downregulated B16F10 cells extravasated at similar efficiencies to control B16F10 cells (Figure 3C; Videos S6–S8). Lamin A/C downregulation also did not affect the total number of B16F10 cells accumulated inside the recipient lung at these early time points (Figure 3D). These results suggest that, unlike its dramatic effects on tumor squeezing in vitro, but consistent with our TEM results in vitro (Figure 2A), lamin A/C suppression does not facilitate melanoma extravasation across lung vessels in vivo. Although, in vitro, the resistance of some lamin A/C deficient cancer cells to apoptosis induced by pulses of shear stress was reported to be lower compared to control cells [49], in our experimental setting lamin A/C B16F10 cells accumulating in the lung vasculature shortly after injection did not experience elevated cell death, as indicated by their normal recovery from total lung cell suspensions (Figure 3D).

### 3.3. Lamin A/C Downregulation Slightly Reduces the Content of H3K9Me3 Heterochromatin but Does Not Elevate Transcription

*Lmna* knockout was shown to reduce the major marker of constitutive heterochromatin H3K9me3 and the methyltransferases that generate it in primary cells [50]. As predicted, lamin A/C downregulation led to lower levels of H3K9Me3 and significantly reduced levels of SUV39H2 and SETDB1, two main histone methyltransferases that maintain this suppressive epigenetic marker (Figure 4A). In contrast, facultative heterochromatin levels probed by the H3K27me3 marker remained unchanged. This slight global H3K9me3 reduction was not associated with repression of transcription as determined by a transcription run-on experiment (Figure 4B). Transcription of specific genes may be altered by reduced H3K9me3 levels and lamin A/C deficiency was reported to increase chromatin dynamics [6,51]. To evaluate these possibilities, we performed RNA-Seq analysis on control and lamin A/C shRNA transduced B16F10 cells. We found that the transcript levels of LINC complex components such as nesprins 1–4, emerin, BAF as well as of other lamin A/C interactors involved in heterochromatin content and stability were not altered in lamin A/C knockdown B16F10 cells (Table S1). However, several hundred genes, including nuclear matrix genes, nuclear body genes, as well as lamin B receptor, were transcribed at lower levels in lamin A/C knockdown B16F10 cells (Figure 4C and Figure S4).

### 3.4. Lamin A/C Downregulation Does Not Alter Cell Proliferation In Vitro on 2D Surfaces but Impairs 3D Cell Growth in Spheroids

Our transcriptional analysis did not detect any elevation in genes involved in melanoma growth (Table S1). Indeed, melanoma cells knockdown in lamin A/C expression exhibited similar growth rates when seeded at low densities on tissue culture plates (Figure 5A). Furthermore, deficiency in lamin A/C content also did not increase the susceptibility of the nuclei of these melanoma cells to DNA damage: lamin A/C knockdown B16F10 cells remained as resistant as control melanoma cells to apoptosis and growth arrest induced by the DNA damage and cell cycle arrest inducer etoposide [52] (Figure 5B). An additional incubation period without etoposide (Figure S5) drove the growth-arrested B161F0 cells into senescence with a slightly higher senescence acquisition exhibited by the lamin A/C knockdown melanoma cells (Figure 5C). Nevertheless, the quantity of R-loops, transient RNA–DNA hybrids which correlate with DNA damage [53], were comparable for control and lamin A/C knockdown cells (Figure S6). These results collectively suggest that lamin A/C knockdown B16F10 expand at comparable rates to control cells in conventional 2D culture conditions and do not exhibit higher susceptibility to spontaneous or biochemically induced DNA damages.

The soft agar colony formation assay has been a hallmark of cancer survival and proliferation analysis because it measures the ability of cells to proliferate in semi-solid matrices [34]. This readout also allows a direct comparison of cancer cell growth in spheroids vs. in 2D colonies expanded in the same soft agar, while remaining in direct contact with the culture dish surface (Figure 5D). Interestingly, whereas in the first three days both lamin A/C knockdown and control B16F10 cells gave rise to similar sized spheroids (Figure 5E), the ability of lamin A/C high B16F10 spheroids to further expand during the next three days significantly surpassed that of lamin A/C knockdown cells (Figure 5E). The number of colonies did not change, however. In contrast, the growth rate of both B16F10 cell groups settled on the culture plate in the presence of identical soft agar remained similar at all time points (Figure 5E, inset). These results were reproduced with another lamin A/C knockdown B16F10 line expressing a distinct lamin A/C shRNA (Figure S7A, shLmna-2). Furthermore, even in the presence of nutrient rich agar i.e., a five-fold higher serum concentration that accelerated the growth of both lamin A/C high and lamin knockdown B16F10 cells, the mean size of lamin A/C high B16F10 cells spheroids was significantly higher than that of lamin A/C low B16F10 cells (Figure S8A). The growth deficiency of the lamin knockdown cells in 3D spheroids was conserved both in standard and oxygen-deprived conditions (Figure S8B). Interestingly, only a negligible fraction of cells isolated from both control and lamin A/C low B16 spheroids (9 vs. 12 %) underwent apoptosis as depicted by annexin V and propidium iodide staining (Figure 5F), ruling out the possibility that cells growing at the core of these spheroids have poor accessibility to nutrients. The number of proliferating cells inside individual spheroids and their relative fraction were significantly reduced in the case of lamin A/C deficient B16F10 cells (Figure 5G). In agreement with their reduced growth inside spheroids, lamin A/C knockdown B16F10 cells transcribed significantly reduced levels of the transcriptional regulator *Yap1* (Figure 5H) compared to the control B16F10 cells. Notably, the reduction in this Hippo pathway factor involved in organ size control [54] was observed only in 3D spheroids of B16F10 cells and not in cells grown in the 2D cultures (Figure 5H and Figure S7B). Lamin A/C deficient B16F10 cells in spheroids also transcribed significantly lower levels of *Birc5* (survivin) a prosurvival factor controlled by *Yap1* [55]. In contrast, the same cells transcribed normal *Birc5* levels when grown on 2D surfaces (Figure 5H). Because this factor is abundantly expressed by B16F10 cells (Table S1), this result was consistent with the reduced *Yap1* transcripts of these cells within spheroids. Comparing the levels of *Cyr61* a second *Yap1* regulated proliferation factor [56] between control and lamin A/C deficient B16F10 cells, we found that the transcription of this factor was significantly reduced in both groups of cells growing inside spheroids as compared to their counterparts growing in normal 2D culture conditions (Figure 5H and Figure S7B). Collectively, our results suggest that, whereas initially, lamin A/C knockdown B16F10 proliferate at identical rates to those of control cells under both 2D and 3D conditions, the ability of lamin A/C knockdown cells to expand within 3D spheroids is significantly impaired, due to slower proliferation of these cells inside large spheroids embedded in 3D environments, in correlation with reduced *Yap1* and *Birc5* transcription.

### 3.5. Lamin A/C Deficiency Results in Reduced B16F10 Lung Metastasis

In order to validate our in vitro observations, and because the diapedesis capacities of lamin A/C knockdown cells were similar to those of control cells, we next followed the survival of individual cancer cells reaching the lung parenchyma at a post extravasation level. Although lamin A/C knockdown B16F10 accumulated at comparable levels to control B16F10 inside recipient lungs within the first three days after injection, the number of lamin A/C knockdown B16F10 recovered from recipient lungs seven days after injection was significantly reduced relative to control B16F10 cells (Figure 6A). The similar recovery of lamin A/C knockdown B16F10 three days post injection into recipient mice indicated that the lamin A/C deficient cells that reached the lungs did not undergo a higher rate of apoptosis due to shear stress associated damages. Furthermore, the rate of apoptosis on day 7 post injection was low and similar for both cellular groups (Figure S9). The ability of lamin A/C B16F10 cells to generate metastatic lesions 14 days after injection into recipient mice was dramatically reduced by lamin A/C downregulation (Figure 6B). These results collectively suggest that lamin A/C knockdown B16F10 cells poorly survive in the lungs, in spite of their intact extravasation potential when circulating and entering the blood vasculature.

### 3.6. Reduced Lamin A/C Levels in E0771 Breast Cancer Cells Recapitulate the In Vitro and In Vivo Migratory Properties and Metastasis Deficiency of Lamin A/C Knockdown B16F10 Cells

We next reasoned that reduced lamin A/C levels could differentially impact distinct types of cancer cells. We therefore addressed how reduced lamin A/C expression in bona fide breast cancer cells, the E0771 line, affects their squeezing, migration, epigenetics and growth properties both in vitro and in vivo. Downregulation of lamin A/C levels with conserved lamin B content (Figure 7A), introduced by distinct shRNA-expressing lentiviral vectors or by siRNA, dramatically facilitated haptotactic cancer cell squeezing through rigid pores in vitro (Figure 7B and Figure S10A,B), in agreement with our findings on B16F10 cells (Figure 1D,E). While the nuclear circularity index of control E0771 cells was higher than that of control B16F10 cells (Figure 1C and Figure S10C), the nuclei of these cells underwent significant increases in deformability, i.e., reduced circularity, upon lamin A/C downregulation (Figure S10C,D), reminiscent of the effect of lamin A/C downregulation on B16F10 nuclei. As observed with B16F10 cells, the transendothelial migration capacity of these cells in vitro and in vivo was not augmented by reduced lamin A/C expression (Figure 7C and Figure S11A,B). Although downregulated lamin A/C expression resulted in slightly reduced H3K9Me3 heterochromatin content (Figure S12A), it did not increase global RNA transcription rates (Figure S12B). The alterations in gene expression caused by lamin A/C downregulation in E0771 cells also did not overlap those associated with lamin A/C downregulation in B16F10 cells (Figure 4C, Figure S4 and Figure S12C,D). Furthermore, primary breast cancer growth in vitro was unaffected by lamin A/C downregulation (Figure 7D). 

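RNA was sequenced from E0771 cells, a mouse breast carcinoma line, transduced with a control vector (shControl) or an shRNA against lamin A/C (shLmna). The paper's legends call the control an shRNA, and its list of reagents gives it as an empty vector. With an empty vector, the groups also differ in whether any shRNA was expressed. The method was MARS-seq, which reads the 3' ends of transcripts and marks each captured RNA molecule with a unique molecular identifier (UMI). Each group had 3 libraries. The authors mapped the reads to the mm10 mouse genome with STAR 2.4.2a and counted each UMI once in the last 1000 bases of each RefSeq gene and the 100 bases downstream. The paper's text does not state whether the counting used the strand. The deposited counts are not normalized and cover 10520 genes, each with at least 6 UMIs in some library. The shControl libraries held 2668357, 3242051 and 1896612 UMIs for replicates 1, 2 and 3, and the shLmna libraries held 2706709, 2616671 and 1846208. The medians were 2668357 in shControl and 2616671 in shLmna. The shControl libraries came from plate positions 13 to 15 and the shLmna libraries from positions 16 to 18, so position and group cannot be told apart. Every pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom between 5.52 and 9.02. Each library was treated as its own replicate. The excess does not show separate cultures or transductions, and the paper's text does not say what the replicates were. The p-values here measure the spread between libraries, which may be narrower than that between separate knockdowns. Counts were normalized by edgeR's TMM method, and the 8969 genes kept by its filterByExpr function with a minimum count of 10 were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Genes were called differentially expressed by the paper's criteria, a mean normalized count above 5, an absolute Log2FoldChange above 1 and an adjusted p below 0.05. The paper's text names DESeq2 for this step and does not name the design of its model. A positive Log2FoldChange is higher in shLmna. Where every library of one group had 3 UMIs or fewer, the fold was computed against 3 UMIs and is given as a lower bound.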

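Lmna, the targeted gene, lies on the reverse strand of chromosome 3 of GRCm38 (mm10) from 88480147 to 88509956. It had 2066, 2794 and 1764 UMIs in shControl replicates 1, 2 and 3, and 1035, 1023 and 713 in the shLmna replicates. The normalized count was 2169 ± 156 (SD, n = 3) in shControl and 946 ± 15.7 (SD, n = 3) in shLmna. The Log2FoldChange of Lmna was -1.20 (standard error 0.13, adjusted p = 3.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -1.26 and -1.15 with each library left out in turn. Across the tested genes, 512 were differentially expressed. The sample labels number the replicates of both groups, and the deviations of same-numbered libraries from their group means correlated across genes at 0.35, -0.11 and 0.0052 for replicates 1, 2 and 3. With the replicate number as a block, 518 genes were differentially expressed, of which 498 were among the 512, and the Log2FoldChange of Lmna was -1.19.

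Table S1 of the paper lists 300 genes as differentially expressed in lamin A/C knockdown B16F10 cells, 270 lower and 30 higher, and 282 of them were tested in E0771. Of these 282 genes, 46 were differentially expressed in lamin A/C knockdown E0771 cells, against 16.1 expected from the number of calls (odds ratio 3.44, 95% confidence interval 2.42 to 4.80, p = 6.3e-11, two-sided Fisher's exact test). Of the alternatives, restricting the genes to a mean count of at least 50 moved the odds ratio most, to 5.54. With the replicate block, 49 genes were shared and the odds ratio was 3.68. Of the 46 shared genes, 40 were lower in B16F10 and higher in E0771, 3 were higher in both, 2 (Lmna and Rhob) were lower in both and 1 (Prdx1) was higher in B16F10 and lower in E0771, so that 41 genes, or 89.1%, changed in opposite directions. Prdx1 was chosen for naming after its values were seen. The direction in E0771 did not depend detectably on the direction in B16F10 among the 46 genes (p = 0.244, two-sided Fisher's exact test, from 0.125 to 1 over the preset alternatives, and 0.0938 with DESeq2 and the replicate block, added after the data were seen), and with the replicate block 43 of the 49 genes, or 87.8%, changed in opposite directions (p = 0.281).

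The 258 tested genes listed as lower in B16F10 had a mean Log2FoldChange of 0.53 in E0771, against 0.043 for the other genes, with 209 higher and 49 lower. As a set they differed from the other genes with an adjusted p = 6.6e-09 (limma's camera, Benjamini-Hochberg adjustment over 3 sets, 2.2e-09 before adjustment), and with an adjusted p = 5.8e-10 (1.9e-10 before adjustment) with the replicate block. The mean of the set was higher in 3 of 3 shLmna libraries than in any shControl library. Their mean log2 CPM values were 4.63, 4.96 and 5.28 in shControl replicates 1, 2 and 3, and 5.35, 5.61 and 5.52 in the shLmna replicates. With the correlation between genes estimated from the set in place of a preset 0.01, camera's unadjusted p was 0.254, and over the preset alternatives it ranged from 1.2e-14 to this value. The 3' ends of these genes had a median GC content of 36.1%, against 47.3% for the genes not called in E0771. After a correction for this GC content, chosen after the data were seen, the mean Log2FoldChange of the set was 0.23 (limma's camera, adjusted p = 0.295, and 0.271 with the replicate block). Under the correction 39 genes were shared with the B16F10 list, with an odds ratio of 2.75. Of the B16F10 sheet of all genes in Table S1, only the alphabetically first genes were at hand, in 1999 rows. Of these genes, 1413 were tested in E0771. Across them the Log2FoldChange in E0771 and the paper's in B16F10 had a Pearson's r of -0.28 and a Spearman's rho of -0.20. Each had a permutation p of 1e-04, the smallest that 10000 shuffles can give, and adjustment over the pair leaves it unchanged. This correlation is across genes, which are not independent replicates, and its r was also -0.28 with the replicate block. The paper sets the alterations in E0771 beside those in B16F10 (Figure 4C, Figure S4 and Figure S12C,D) and states that they did not overlap.

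**Figure D1:**
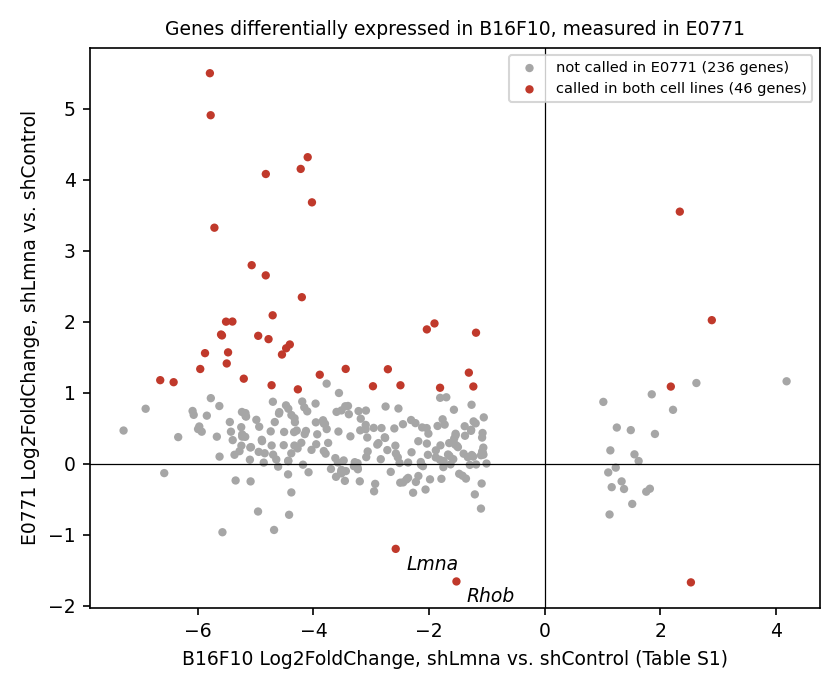
Log2FoldChange of shLmna against shControl in E0771 (vertical axis) plotted against the paper's Log2FoldChange in B16F10 from Table S1 (horizontal axis). Each point is 1 of the 282 genes listed in B16F10 and tested in E0771, and the 46 genes called in both lines are red, with 40 of them at the upper left and Lmna and Rhob at the lower left.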

DNA damage-induced growth arrest was also insensitive to downregulated lamin A/C expression (Figure 7E). Nevertheless, and reminiscent of the proliferation results of B16F10 cells, lamin A/C knockdown E0771 cells did not undergo appreciable apoptosis (Figure S13), but expanded more slowly in spheroids grown in 3D conditions compared to control (Figure 7F). The similar recovery of lamin A/C knockdown E0771 cells from recipient lungs three and seven days post injection (Figure 7G) also indicated that lamin A/C knockdown E0771 cells did not experience elevated apoptosis due to shear stress associated damages [49]. Lamin A/C knockdown E0771 cells failed to generate any metastatic lesions in the lungs 14 and 30 days post injection (Figure 7H,I). Thus, reduced nuclear content of lamin A/C does not alter breast cancer cell extravasation from lung vessels into the lung parenchyma, and dramatically compromises the metastatic potential of these breast cancer cells in this organ, reminiscent of our observations with lamin A/C knockdown B16F10 melanoma cells.

## 4. Discussion

The nucleus is the most bulky organelle in all cells and is protected by a mechanically stable network underlying the inner nuclear membrane termed the nuclear lamina [13,57]. The main mechanical obstacle for the extravasation of solid cancer cells across blood vessels in vivo is their stiff nuclei [4]. The nuclear lamina is thought to affect the shape and the mechanical properties of the nucleus, and hence to control cell squeezing through different barriers [13,16,58]. The lamina also plays an important role in the maintenance of the nuclear envelope integrity as well as in the organization of the nucleus as a whole [1,11]. The nuclear lamina is also connected to highly condensed chromatin regions (heterochromatin) and can affect chromatin conformation, and epigenetics [59]. Lamin A/C expression is reduced in several solid cancers but not others, and so the molecular basis of these changes and their direct link to cancer cell migration, survival and expansion have been under debate reflecting the complexity and diversity of tumor growth, migration and metastasis [29,60,61].

We chose to address these key standing questions using two prototypic BL/6 metastatic cell lines, B16F10 melanoma and E0771 breast carcinoma. Taking both in vitro and in vivo reductionist approaches in syngeneic immunocompetent mice, we have systematically assessed how knockdown of A-type lamins affects specific growth and migratory properties in different environmental conditions both in vitro and in vivo. Our in vitro findings of enhanced squeezing capabilities of the lamin A/C knockdown cells in the transwell assay are predictable and in full agreement with previous results on the critical role of lamin A/C in the ability of cells of different origins to squeeze through rigid confinements in vitro [13,16,58]. Unexpectedly, we found that nuclear deformability has no impact on the overall nuclear squeezing kinetics through endothelial junctions, indicating that endothelial barriers are highly permissive for nuclear passage and well adapted to accommodate the squeezing of cells with bulky and stiff nuclei. We postulate that the exceptionally slow rates of tumor transendothelial migration may provide the endothelial cytoskeleton with sufficient time to undergo remodeling including activation of contractility machineries to facilitate the squeezing of solid tumor cells though junctions or transcellular pores, regardless of the relative stiffness of their nuclei [16,62]. In order to validate these unexpected in vitro TEM results, we developed a new experimental lung metastasis model to assess in vivo the intrinsic ability of our lamin A/C suppressed tumor cells to squeeze through the lung vasculature. Tumor metastasis into lungs occurs nearly exclusively through the pulmonary capillaries [46], an extensive network of relatively impermeable capillaries considered to be poorly permeable compared with vessels targeted by metastatic cells at other organs like the bone marrow and liver [47]. By introducing a method to accurately measure the relative efficiency of cancer cell emigration through these vessels, we found that highly invasive cells like melanoma B16F10 crossed these barriers in vivo independently of their lamin A/C content and irrespectively of their intrinsic nuclear deformability properties. Although poorly invasive, the ability of E0771 cells to cross identical pulmonary vascular barriers was also insensitive to their intrinsic nucleus deformability and lamin A/C content. Our in vivo results were therefore fully consistent with the transmigratory properties of these cells determined in our in vitro transendothelial migration setups.

Thus, our results argue that the squeezing ability of a given tumor cell through nondegradable rigid pores towards a chemotactic or a haptotactic signal does not predict the physiological crossing potential of that cell across cellular barriers. Although not addressed in our study, it is possible that upon entering the interstitial space, the ability of lamin A/C rich tumor cells to enzymatically degrade glycoprotein and proteoglycan components of collagenous barriers [63] is more critical for their interstitial motility than the mechanical restrictions imposed by the stiffness of their lamin A/C rich nuclei. It is also possible that lamin A/C-regulated crosstalks between the nucleus and MT1-MMP promote a digest-on-demand program in cells squeezing through constricted collagenous spaces [20]. Optimal connections of lamin A/C with the cell cytoskeleton (e.g., via the linker of nucleoskeleton and cytoskeleton (LINC) complex) can be, in fact, essential for optimal proteolysis of ECM barriers at the front of both the melanoma and breast carcinoma cells studied by us.

Previous observations showed that depletion of lamin A/C in lung and breast cancer cells, as well as fibrosarcoma cells, significantly increased the likelihood of transient nuclear envelope rupture events and cell death especially when cells were forced to migrate through very tight and rigid barriers [15]. Imaging of HT1080 fibrosarcoma cells invading the collagen-rich mouse dermis in live tumors after orthotopic implantation confirmed that migration-induced nuclear envelope rupture occurs in vivo, particularly during cell division [64] and in individually disseminating cells [15]. Nuclear envelope rupture is less prevalent, however, in cells moving as multicellular collective strands [15] or on 2D surfaces [61]. It can therefore be predicted that the nuclei of both lamin A/C knockdown B16F10 cells and E0771 cells reaching the lungs as individual cells would be sensitive to the lung microenvironment. This sensitivity is unlikely, however, to result of lower resistance of lamin A/C knockdown cells to shear stress induced damages [49] because the accumulation of these cells inside the lung vasculature determined 3 h post injection and the retention of these cells during the first three days after injection were not reduced for both lamin A/C deficient B16 and E0771 cells. Nevertheless, in correlation with their growth disadvantage inside the lung parenchyma, lamin A/C knockdown melanoma and breast cancer cells exhibited markedly reduced growth inside spheroid assemblies. It is therefore possible that once reaching the lungs and extravasating from blood vessels into specific compartments of the lung parenchyma, lamin A/C knockdown cells initially grow without any defect. Later on, these cells fail to expand in spheroids and this growth deficiency results in slower growth of metastatic lesions. At this point, we cannot conclusively determine, if the failure to generate metastatic lesions in the lungs reflects mere cell-intrinsic defects of tumor cell growth within spheroids, or also cell-extrinsic growth defects, resulting from compromised cancer cell communications with immune and non-immune cells accumulated around the metastatic lesions [65].

The contribution of high lamin A/C content to chromatin flexibility and DNA stability is still disputed. High lamin A/C content protects the nuclei from rupture and cell apoptosis occurring under extreme mechanical stress such as squeezing through rigid confinements [14,15] and also reduces the frequency of spontaneous aneuploidy [24] and DNA damage [66]. We did not find a direct link between lamin A/C deficiency and these cellular processes. Collectively, our results predict that lamin A/C deficiency does not provide any migratory advantages to cancer cells reaching the lung vasculature but reduces their metastatic potential in the lungs at a post extravasation step, possibly at the level of proliferation inside spheroids. The precise molecular basis for this lamin A/C related growth deficiency and its relevance to the metastatic spread of these cells in other organs awaits future elucidation.

## 5. Conclusions

In our study, we demonstrated that lamin A/C deficiency in different types of cancer cells slows down cell growth both in vitro and in vivo and restricts lung metastasis. This deficiency, as reported for other cellular systems, renders the nuclei of the various tumor cells deformable, and promotes cancer cell crossing through small rigid barriers. Nevertheless, it does not elevate the transendothelial capacity of these cells in vitro or in vivo. In conclusion, metastatic ability of two prototypes of circulating cancer cells is not elevated by reduced A-type lamins, as previously suggested, although we cannot extrapolate our findings to other cancer models. Similar systematic approaches should be taken to extend our observations to other types of cancers and cancer lines.

## Figures and Tables

**Figure 1:**
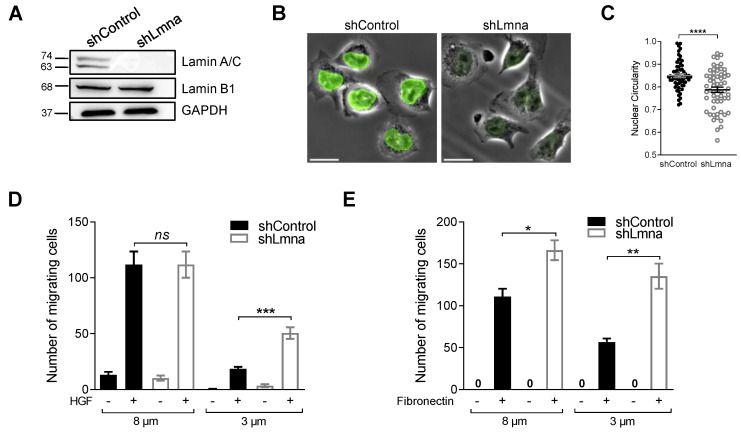
Downregulation of lamin A/C increases melanoma squeezing through small rigid pores but does not facilitate tumor transendothelial migration in vitro. (**A**) Expression levels of lamin A/C and lamin B1 in B16F10 cells transduced with control or lamin A/C shRNA. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as loading control. (**B**) Representative immunostaining of lamin A/C (green), superimposed on phase contrast images of B16F10 shControl and shLmna cells. Scale bar, 20 µm. (**C**) Nuclear circularity of B16F10 shControl or shLmna cells spread on a bEnd.3-derived basement membrane (*n* = 50). See also Video S4. Data are represented as mean ± SEM. **** *p* < 0.0001, Student’s two-tailed unpaired *t* test (**A**–**C**). (**D**) Chemotactic migration of B16F10 shControl or shLmna cells through 8 or 3 µm pores transwell filters in presence (+) or absence (−) of HGF (50 ng/mL) for 4 h. Data are represented as mean ± SEM of three independent experiments. *** *p* (0.0002); *ns*: nonsignificant. (**E**) Haptotactic migration of B16F10 shControl or shLmna cells through 8 or 3 µm pores transwell filters in the presence or absence of fibronectin for 4 h. Data are represented as mean ± SEM of three independent experiments. * *p* (0.0107); ** *p* (0.0024). Student’s two-tailed unpaired *t* test (**C**,**D**).

**Figure 2:**
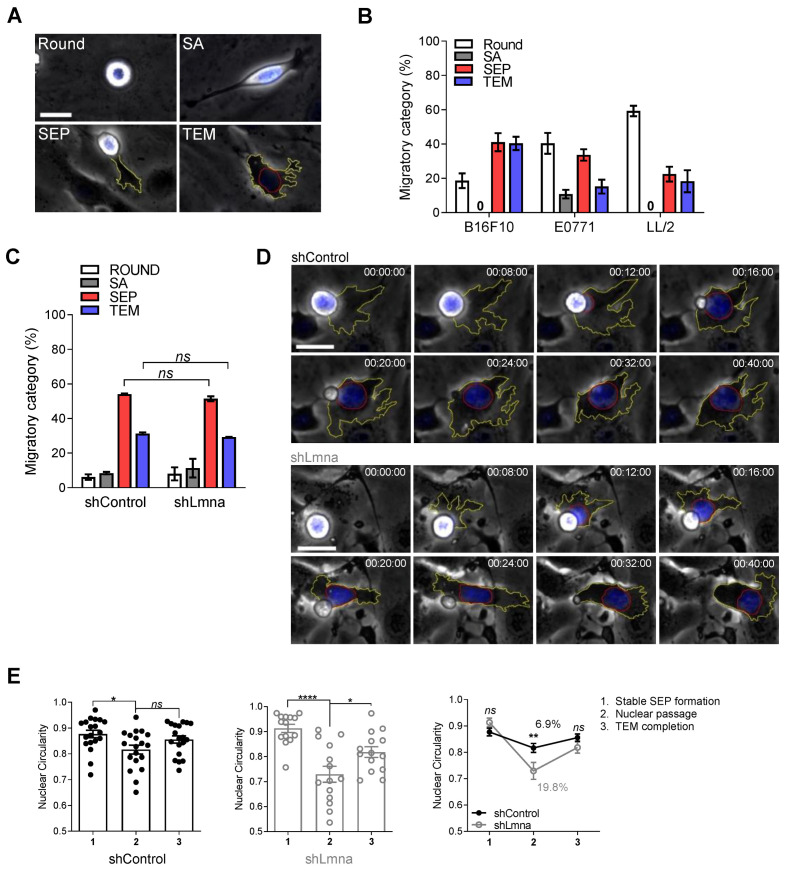
Downregulation of lamin A/C does not facilitate melanoma TEM but increases tumor nucleus deformability. (**A**) Representative images of distinct tumor cell categories (referred to as migratory categories) taken from time-lapse video microscopy segments of individual B16 cells: round, spread above (SA), forming subendothelial pseudopodia (SEP), and completing transendothelial migration (TEM). The contours of the tumor cell’s leading edge and nucleus are outlined in yellow and red respectively. Scale bar, 20 µm. See also Video S2. (**B**) Migratory categories of B16F10 melanoma, E0771 breast carcinoma and LL/2 Lewis Lung Carcinoma cells interacting with bEnd.3 monolayers (*n* = 60). Data are represented as mean ± SEM of two independent experiments. (**C**) Migratory categories of B16F10 shControl or shLmna cells interacting with unstimulated bEnd.3 cells (*n* = 60). Data are represented as mean ± SEM of three independent experiments. (**D**) Serial images of representative B16F10 control and lamin A/C knockdown cells, labeled with Hoechst 33342, during TEM. Scale bar, 20 µm. Time intervals are depicted in each image. The contours of the tumor cell’s leading edge and nucleus are outlined in yellow and red respectively. See also Video S3. (**E**) Changes of nuclear circularity during the distinct phases (1–3) of transendothelial migration of B16F10 shControl or shLmna cells (*n* = 19, shControl; *n*= 14, shLmna). Data are represented as mean ± SEM. * *p* (shControl) = 0.0190; * *p* (shLmna) = 0.0338; **** *p* < 0.0001. The right inset depicts the mean nuclear circularity ± SEM for each experimental group. The percent changes in mean circularity values are shown. ** *p* (0.0057); *ns*: nonsignificant. Two-way (**A**,**C** inset) or one-way (**C**) ANOVA with Bonferroni’s (**A**,**C** inset) or Tukey’s (**C**) post hoc tests.

**Figure 3:**
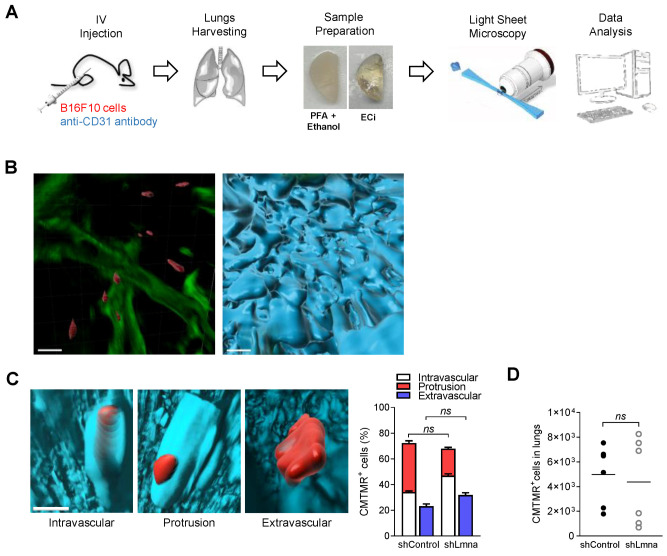
In vivo melanoma crossing of lung capillaries is not enhanced by lamin A/C downregulation. (**A**) Schematic representation of the LSFM analysis. (**B**) Visualization of 3D bronchial structures (green, autofluorescence) together with B16F10 cells (red, CMTMR) and alveolar capillaries (cyan, CD31). Scale bars, 100 μm. See also Video S5. (**C**) Representative 3D images of intravascular, extravascular, and protrusive tumor cells across the CD31-labeled lung vasculature together with the percentage of B16F10 shControl and shLmna cells present in a volume of 5 × 10^9^ µm^3^ of the left lung lobe 3 h after retro-orbital injection. Cells were counted using Imaris software (*n* = 40 cells). A representative of two experiments. Scale bar, 100 µm. See also Videos S6–S8. (**D**) The number of CMTMR-labeled B16F10 shControl or shLmna cells present in the entire lungs of recipient mice, 3 h after retro-orbital injection, quantified by flow cytometry (*n* = 6 mice). *ns*: nonsignificant. Two-way ANOVA with Bonferroni’s post hoc test (**C**), Student’s two-tailed unpaired *t* test (**D**).

**Figure 4:**
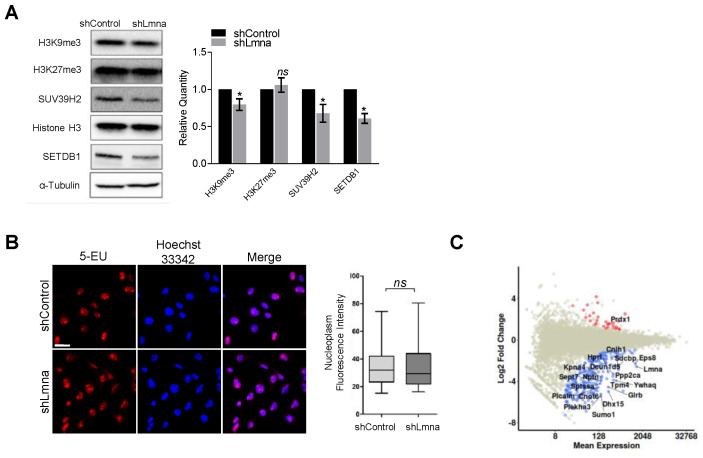
Lamin A/C downregulation reduces heterochromatin content but represses gene transcription. (**A**) Equal amounts of proteins from B16F10 shControl or shLmna cells, separated by SDS-PAGE and analyzed for the indicated proteins by Western blot analysis. The bar graph represents the mean levels of H3K9me3, H3K27me3 and SUV39H2 normalized to Histone H3 and of SETDB1 normalized to α-Tubulin ±SEM of at least four independent experiments. * *p* < 0.05; *ns*: nonsignificant. (**B**) Fluorescence microscopy imaging of 5-ethynyl uridine (EU) incorporation (red) and Hoechst 33342 (blue) in B16F10shControl and shLmna cells (*n* = 90). Data are represented as mean ± SEM of three independent experiments. Scale bar, 25 µm. (**C**) Log2FoldChange versus mean expression levels of differentially downregulated (blue), upregulated (red) and nondifferentially expressed genes (grey) are shown. The names of the top 20 most significantly expressed genes are indicated in the plot. Student’s two-tailed unpaired *t* test (**B**), Mann–Whitney two-tailed *U* test (**C**).

**Figure 5:**
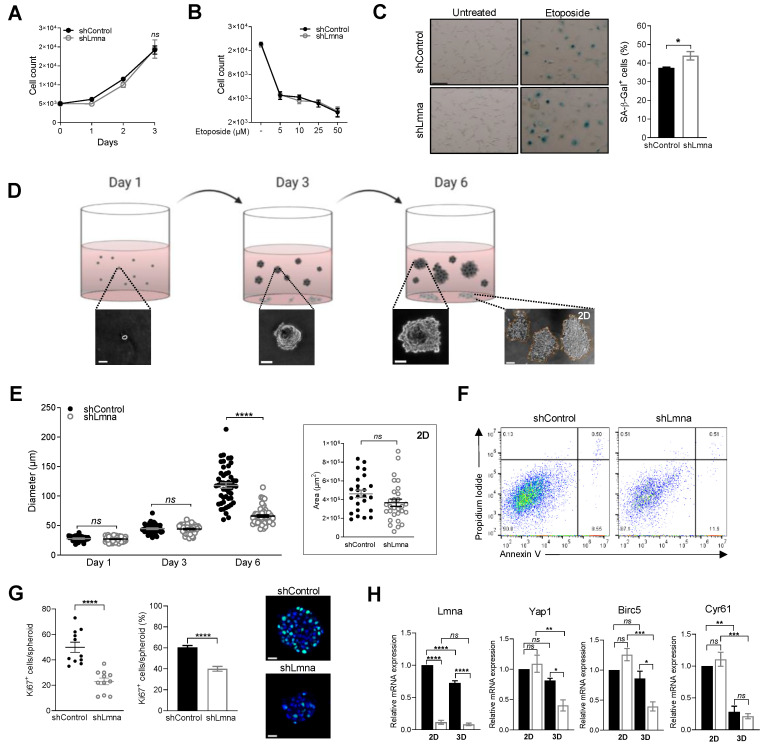
Melanoma proliferation in spheroids is reduced by lamin A/C downregulation. (**A**) In vitro cell growth of B16F10 shControl or shLmna cells. Data are represented as mean ± SEM of three independent experiments. (**B**) Growth arrest of B16F10 shControl or shLmna cells treated for 72 h with different concentrations of etoposide. Data are represented as mean ± SEM of two independent experiments. (**C**) Senescence associated β-galactosidase staining of B16F10 shControl or shLmna cells treated with 5 µM etoposide for 72 h, washed and cultured in regular growth medium for additional 120 h (*n* = 60). * *p* (0.0470). Scale bar, 20 µm. Data are represented as mean ± SEM of two independent experiments. (**D**) Schematic representation of the soft agar colony formation assay. Spheroids (dark grey) grow inside agarose while few cells migrate and start dividing at the bottom of the culture dish. Created with BioRender.com. Representative images of the spheroids derived from B16F10 shControl cells grown in 3D agar (supplemented with 10% FBS) imaged on days 1, 3 and 6. Scale bar, 20 µm. A representative image of three cell colonies proliferating on the bottom of the dish is depicted on the right. Scale bar, 200 µm. (**E**) Spheroid diameter, measured on days 1, 3 and 6 after seeding (*n* = 50). Data are represented as mean ± SEM of two independent experiments. Inset depicts the mean area ± SEM of individual 2D cell colonies proliferating on the bottom of the dish, measured on day 6 post seeding. The numbers of detectable spheroids for the two experimental groups compared were not significantly different (not shown). (**F**) Flow cytometry plots showing annexin V (X-axis) and propidium iodide (Y-axis) staining of B16F10 shControl or shLmna cells derived from 3D colonies grown in soft agar on day 6. The left lower quadrant indicates viable cells. (**G**) The left and middle panels depict, respectively, the numbers of Ki67^+^ B16F10 shControl or shLmna cells in individual spheroids isolated on day 6 and their fractions within each spheroid (*n* = 11). Representative immunostaining of spheroids for Ki67 (green), superimposed on Hoechst 33342 labeled nuclear staining (blue) is shown in the right panels. Scale bar, 20 µm. (**H**) Relative *Lmna*, *Yap1*, *Birc5* and *Cyr61* transcription levels assessed by qRT-PCR for control and lamin A/C knockdown B16 cells grown on 2D plates or within 3D spheroids isolated on day 6 post seeding. Values are relative to shControl grown in 2D. Data are represented as mean ± SEM of three independent experiments. * *p* < 0.05; ** *p* < 0.005; *** *p* < 0.0005; **** *p* < 0.0001; *ns*: nonsignificant. Student’s two-tailed unpaired *t* test (**A**–**C**,**E**,**G**) or one-way ANOVA with Tukey’s post hoc test (**H**).

**Figure 6:**
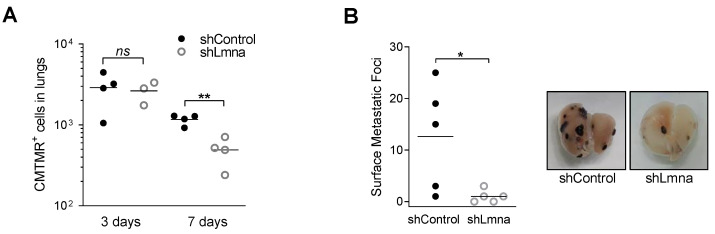
Lamin A/C downregulation does not affect early melanoma accumulation but abrogates metastatic growth in the lungs. (**A**) Number of CMTMR-labeled B16F10shControl and shLmna cells present in the lungs of recipient mice on days 3 and 7 after tail vein injection (*n* = 4; *n* = 3, shLmna on day 3). ** *p* (0.0019); *ns*: nonsignificant. (**B**) 40,000 B16F10 shControl and shLmna cells were injected into the tail vein of recipient C57BL/6 mice. After 14 days, animals were euthanized, lungs harvested and surface metastatic foci were macroscopically counted (*n* = 5). * *p* (0.0374). Representative lung images from each group are displayed. Student’s two-tailed unpaired *t* test (**A**,**B**).

**Figure 7:**
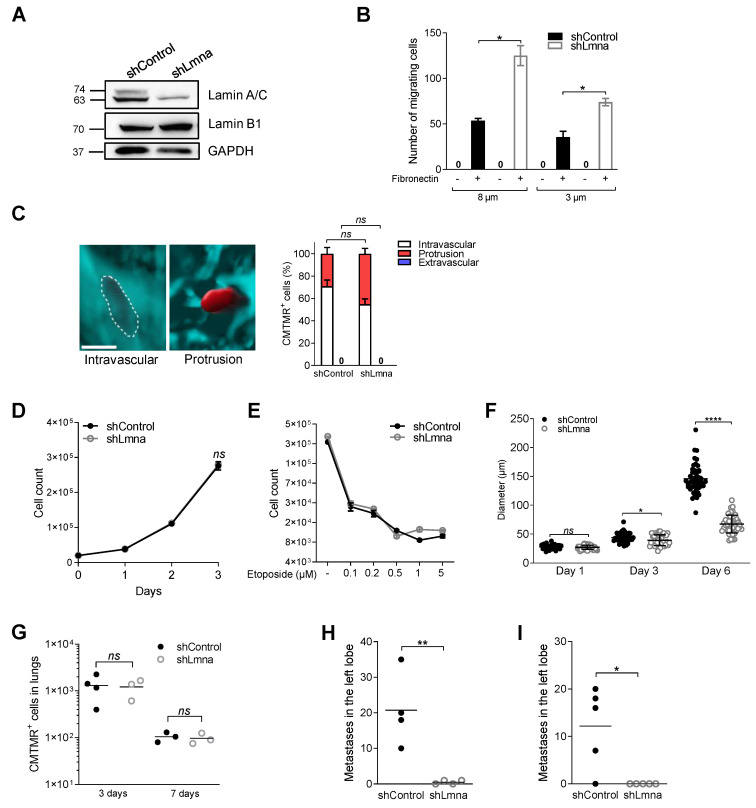
Lamin A/C downregulation in E0771 increases their squeezing capacity in vitro but reduces growth in 3D spheroids and metastatic potential in the lungs. (**A**) Expression levels of lamin A/C and lamin B1 in E0771 cells transduced with control or lamin A/C shRNA. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as loading control. (**B**) Haptotactic migration of E0771 shControl and shLmna cells through 8 or 3 µm pores transwell filters in the presence (+) or absence (−) of fibronectin for 4 h. Data are presented as mean ± SEM of three independent experiments. * *p* (8 µm) = 0.0240; * *p* (3 µm) = 0.0371. (**C**) Representative 3D images of an intravascular (marked by a white contour) or a protrusive tumor cell crossing the CD31-labeled lung vasculature, along with the percentage of E0771 shControl and shLmna cells present in a volume of 5 × 10^9^ µm^3^ of the left lung lobe (3 h after retro-orbital injection) counted using Imaris software (*n* = 40 cells). Data are represented as mean ± SEM of two independent experiments. Scale bar, 100 µm. (**D**) In vitro cell growth of E0771 shControl or shLmna cells cultured replacing growth medium every 24 h. Data are represented as mean ± SEM of three independent experiments. (**E**) Growth arrest induced by etoposide at different concentrations on E0771shControl and shLmna cells after treatment for 72 h. Data are represented as mean ± SEM of three independent experiments. (**F**) Spheroid diameter measured on days 1, 3 and 6 after seeding (*n* = 50). Data are represented as mean ± SEM of two independent experiments. * *p* (0.0152); **** *p* < 0.0001; ns: nonsignificant. (**G**) Number of CMTMR-labeled E0771 shControl and shLmna cells present in the lungs of recipient mice 3 days after retro-orbital injection and 7 days after tail vein injection (*n* = 3; *n* = 4, shControl on day 3). (**H**,**I**) Experimental lung metastasis of E0771 breast cancer cells. 20,000 (**H**) or 10,000 (**I**) E0771 shControl and shLmna cells were injected into the tail vein of recipient C57BL/6 mice. After 14 days (**H**) or 30 days (**H**), animals were euthanized and lungs harvested. The number of micrometastases present in an H&E-stained section of the left lung lobe was determined using CaseViewer software (*n* = 4; *n* = 5). ** *p* (0.0030); * *p* (0.0246); *ns*: nonsignificant. Student’s two-tailed unpaired *t* test (**B**,**D**–**I**), two-way ANOVA with Bonferroni’s post hoc test (**C**).

## Data Availability

Sequencing data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE151176.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13102383/s1, Supplementary Material and Methods and key resources table. Figure S1: Clinical outcomes of elevated *LMNA* mRNA expression; Figure S2: Downregulation of lamin A/C introduced by a second shRNA (shLmna-2) or by siRNA increases B16F10 melanoma cells squeezing through small rigid pores; Figure S3: Quantification of cancer cells accumulation in lungs; Figure S4: Lamin A/C downregulation alters gene transcription; Figure S5: DNA damage-induced growth arrest and senescence of cancer cells induced by etoposide treatment in vitro; Figure S6: Lamin A/C downregulation does not alter R-loop (S9.6) formation in B16F10 cells; Figure S7: Melanoma proliferation in spheroids is reduced by lamin A/C downregulation introduced by a second shRNA; Figure S8: Proliferation of lamin A/C knockdown B16F10 cells in 3D spheroids is reduced also in the presence of serum enriched media as well as in hypoxic conditions; Figure S9: Apoptotic fraction of B16F10 cells isolated from recipient lungs on day 7; Figure S10: Downregulation of lamin A/C increases E0771 breast carcinoma cells squeezing through small rigid pores and alters nuclear shape; Figure S11: In vitro and in vivo breast carcinoma crossing of endothelial barriers is not enhanced by lamin A/C downregulation; Figure S12: Lamin A/C downregulation reduces heterochromatin content and alters gene transcription; Figure S13: The fraction of apoptotic cells in spheroids of either E0771 shControl or shLmna cells on day 6; Figure S14: Original information about the western blot. Table S1: DeSeq2 analysis output and gene expression levels. Video S1: Transendothelial migration of B16F10 murine melanoma; Video S2: Migratory categories of B16F10 cells over a bEnd.3 endothelium; Video S3: Transendothelial migration of B16F10 shControl vs shLmna cells; Video S4: Nuclear deformability of B16F10 shControl vs shLmna cells; Video S5: Light sheet microscopy of tumor cells, bronchial structures and lung vasculature; Video S6: Example of an intravascular B16F10 cell; Video S7: Example of a protruding B16F10 cell; Video S8: Example of an extravascular B16F10 cell; Video S9: Nuclear deformability of E0771 shControl or shLmna cells.

# Supplementary material for: Reduced Lamin A/C Does Not Facilitate Cancer Cell Transendothelial Migration but Compromises Lung Metastasis
**Source:** Cancers (Basel). 2021 May 14;13(10):2383. doi: 10.3390/cancers13102383
**Supplement:** Supplementary file 1

*Supplementary*

# **Reduced Lamin A/C Does Not Facilitate Cancer Cell Transendothelial Migration but Compromises Lung Metastasis**

Francesco Roncato, Ofer Regev, Sara W. Feigelson, Sandeep Kumar Yadav, Lukasz Kaczmarczyk, Nehora Levi, Diana Drago-Garcia, Samuel Ovadia, Marina Kizner, Yoseph Addadi, João C. Sabino, Yossi Ovadya, Sérgio F. de Almeida, Ester Feldmesser, Gabi Gerlitz and Ronen Alon

## **Supplementary Material and Methods**

### *Transient siRNA Transfection*

B16F10 cells ( $1 \times 10^5$ ) were transfected with siRNA (20 nM) using Lipofectamine™ RNAiMAX (Thermo Fisher Scientific) following the manufacturer's instructions. 72 h after transfection, tumor cells were either lysed to quantify the mean knockdown protein levels or utilized in experimental assays. Lamin A/C siRNA (siLmna) sequence used in this study was described in [1].

### *Western Blotting*

Cells were grown as described above, washed twice with ice-cold PBS, scraped into lysis buffer (25 mM Tris pH 7.5, 1 mM EDTA, 0.5 mM EGTA, 150 mM NaCl, 1% NP-40, 0.2% SDS, 2 mM Na<sub>3</sub>VO<sub>4</sub>, 1 mM NaF, 10 mM Nappi, 80 mM β-glycerol phosphate and a protease inhibitor tablet), and kept on ice for 30 min with occasional vortexing. Thereafter, lysates were centrifuged at  $14,000 \times g$  for 15 min at 4 °C. The supernatant was collected and protein concentration was determined by BCA protein assay (Thermo Fisher Scientific). The protein suspension was separated by gel electrophoresis followed by transfer to nitrocellulose membranes, and blocking with non-fat milk (5% in PBS-T) for 1 h at RT. Immunoblotting was performed overnight at 4°C according to the manufacturers' guidelines. Antibody binding to membrane blots was detected using horseradish peroxidase conjugated secondary antibodies for 1 h at RT, followed by development with a chemiluminescence substrate (Thermo Fisher Scientific). Chemiluminescence was detected using the ChemiDoc MP (Bio-Rad Laboratories) imaging system.

### *Immunofluorescence Staining*

B16F10 or E0771 cells ( $1.5 \times 10^4$ ) were seeded into a μ-Slide VI0.4 ibiTreat (ibidi) pre-coated with fibronectin (10 μg/mL in PBS) for 30 min at 37 °C. The next day cells were rinsed with ice-cold PBS and fixed with paraformaldehyde (4% in PBS) for 15 min at RT followed by permeabilization with Triton X-100 (0.25% in PBS) for 15 min at RT and blocking with goat serum (10% in PBS) for 20 min at 37 °C.

The cells were then incubated with anti-lamin A/C antibody (1:100) for 1 h at RT, washed with ice-cold PBS three times and incubated with an Alexa Fluor 488 conjugated secondary antibody (1:200) for 1 h at RT. Cells were imaged using an IX83 inverted microscope (described above) equipped with an UPlanFLN 40X 0.75 Ph2  $\infty$ /0.17/FN 26.5 objective (Olympus), 49002-ET-EGFP (FITC/Cy2) filter set (Chroma). Alternatively, cells were fixed with paraformaldehyde (3% in PBS) at RT for 5 min followed by fixation in methanol at -20 °C for another 5 min. H3K9me3 was detected with rabbit monoclonal anti H3K9me3 and DNA was stained with Hoechst 33258. Immunostaining images were collected using an Olympus IX81 fluorescent microscope equipped with a coolSNAP HQ2 CCD camera (Photometrics).

#### *Run-on Transcription Assay (5-Ethynyl Uridine (EU) Labeling of Cultured Cells)*

B16F10 or E0771 (either shControl or shLmna expressing) cells were grown on serum coated glass coverslips. 1 mM EU was added to the culture medium and cells were kept for 1 h at 37 °C in 5% CO<sub>2</sub>. Cells were then washed with PBS and fixed with 3.7% formaldehyde for 15 min at RT. The fixative was removed and cells were washed twice with PBS, followed by permeabilization with 0.5% Triton X-100 for 15 min at RT. Cells were washed twice with PBS and incorporated EU was detected by click chemistry using a fluorescent azide following the manufacturer's guidelines of Click-iT RNA Imaging Kit (Thermo Fisher Scientific). Following the Click-iT reaction (30 min at RT in the dark), cells were rinsed twice with a rinse buffer. Nuclear staining was performed with Hoechst 33342. Cells were imaged using a Zeiss LSM 710 point scanning confocal microscope with stacking acquisition and generation of maximum intensity projection images. Nucleoplasmic fluorescence was quantified using Fiji.

#### *Bulk MARS-seq Protocol and Sequencing*

RNA was isolated from 10,000 cells from each cell line using Dynabeads® mRNA Direct Kit (Thermo Fisher Scientific). Libraries for RNA-seq were prepared using a modified version of TranSeq, as described [2]. Briefly, RNA was reversed transcribed with MARS-seq barcoded RT primers in a 10  $\mu$ l volume with the Affinity Script kit (Agilent). Reverse transcription was analyzed by qRT-PCR and samples with a similar CT were pooled (up to eight samples per pool). Each pool was treated with Exonuclease I (NEB) for 30 min at 37 °C and cleaned by 1.2 $\times$  volumes of SPRI beads (Beckman Coulter). Next, the cDNA was converted to double-stranded DNA with a second strand synthesis kit (NEB) in a 20 mL reaction, incubating for 2 h at 16 °C. The product was purified with 1.4 $\times$  volumes of SPRI beads, eluted in 8  $\mu$ l and in vitro transcribed (with the beads) at 37 °C overnight for linear amplification using the T7 High Yield RNA polymerase IVT kit (NEB). Following IVT, the DNA template was removed with Turbo DNase I (Ambion) 15 min at 37 °C and the

amplified RNA (aRNA) purified with 1.2 volumes of SPRI beads. The aRNA was fragmented by incubating 3 min at 70 °C in Zn<sup>2+</sup> RNA fragmentation reagents (Ambion) and purified with 2× volumes of SPRI beads. The aRNA was ligated to the MARS-seq ligation adapter with T4 RNA Ligase I (NEB). The reaction was incubated at 22 °C for 2 h. After 1.5× SPRI cleanup, the ligated product was reverse transcribed using Affinity Script RT enzyme (Agilent) and a primer complementary to the ligated adapter. The reaction was incubated for 2 min at 42 °C, 45 min at 50 °C, and 5 min at 85 °C. The cDNA was purified with 1.5× volumes of SPRI beads. The library was completed and amplified through a nested PCR reaction with 0.5 mM of P5\_Rd1 and P7\_Rd2 primers and PCR ready mix (Kappa Biosystems). The amplified pooled library was purified with 0.7× volumes of SPRI beads to remove primer leftovers. Library concentration was measured with a Qubit fluorometer (Life Technologies) and mean molecule size was determined with a 2200 TapeStation instrument. RNA-seq libraries were sequenced using the Illumina NextSeq® 500 High Output v2 Kit (75 cycles).

#### *Bioinformatics Analysis*

Samples were demultiplexed using the barcode present in the R2 read. The analysis was performed using the UTAP pipeline [3]. In brief, UMI sequences present in the R2 read were inserted in the read name of R1 sequence file using a python script. Cutadapt was used to trim low quality, poly A and adapter sequences [4], (parameters: -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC -a "A{10}" -times 2 -u 3 -u -3 -q 20 -m 25). Sequences were mapped to the UCSC mm10 mouse genome using STAR [5] v2.4.2a (parameters: -alignEndsType EndToEnd, -outFilterMismatchNoverLmax 0.05, -twopassMode Basic, -alignSoftClipAtReferenceEnds No). The pipeline quantified the 3' of RefSeq annotated genes (1000 bases upstream of the 3' end and 100 bases downstream) using HTSeq count [6] and a modified Refseq gtf file (downloaded from igenomes UCSC). UMI information was integrated into the BAM files as tags, using a python script. UMI counting was performed after marking duplicates (in-house script) using a modified HTSeq-count. DESeq2 [7] was used for normalization and detection of differentially expressed genes. Raw p-values were adjusted for multiple testing using the procedure of Benjamini and Hochberg. Genes were considered to be differentially expressed if their mean normalized expression was greater than 5, the absolute value of the log2FoldChange was greater than 1, and the adjusted p-value was less than 0.05. 

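For the E0771 libraries, the authors' deposited ComBat values are on a log2 scale and lie between 5.12 and 14.7 over 10520 genes. The paper's text does not name the batch. The mean SD between replicates of a group was 0.0745 in the ComBat values, against 0.330 for log2 of the normalized counts plus 1, and because the ComBat scale starts at 5.12 both spreads are not directly comparable. The deviations of same-numbered libraries from their group means correlated at -0.57, -0.82 and -0.82 for replicates 1, 2 and 3 in the ComBat values. In a principal component analysis of the log2 CPM values, before any batch correction, the first component held 58.3% of the variance and separated the shControl from the shLmna libraries, and the second held 18.1%. Differential expression was computed from the counts, not from the ComBat values.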

Batch effects were removed from the read counts using the ComBat function from the sva R package [8]. The normalized, batch corrected and log2 transformed read counts outputted by ComBat were used to draw plots. K-means clustering of differentially expressed genes was performed using the Partek® Genomics Suite® software, version 6.6 (Partek Inc., St. Louis, MO, USA). Functional analysis of the differentially expressed genes was performed using <https://metascape.org/gp/index.html#/main/step1>,

Metascape [9]. Significantly enriched GO terms for up and downregulated genes were extracted from this analysis.

#### *Senescence-Associated- $\beta$ -Galactosidase (SA- $\beta$ -Gal) Activity*

For SA- $\beta$ -gal activity assay, B16F10 cells (shControl or shLmna) were treated with 5  $\mu$ M etoposide for 72 h, washed and left in regular culture medium (containing 2.5  $\mu$ g/mL of puromycin) for an additional 120 h. Cells were then fixed with 0.5% glutaraldehyde in PBS for 15 min, washed twice with PBS supplemented with 1 mM MgCl<sub>2</sub> (pH 5.5) and stained with PBS containing 1 mM MgCl<sub>2</sub> (pH 5.5) and supplemented with 1 mg/mL X-gal, 5 mM K<sub>3</sub>Fe[CN]<sub>6</sub> and 5 mM K<sub>4</sub>Fe[CN]<sub>6</sub> for 5 h at 37 °C in the dark, as described [10]. Cells were washed with warm PBS, fixed with 4% paraformaldehyde and imaged using a SZX16 stereo microscope (Olympus) equipped with SDF PLAPO 1XPF objective (Olympus) set at 10X magnification. DP73 camera (Olympus).

#### *R-loops Quantification*

B16F10 cells were grown on sterile coverslips and R-loops were detected with the S9.6 antibody following cell fixation and permeabilization with 100% ice-cold methanol and acetone for 10 min and 1 min on ice, respectively. Incubation with primary antibodies was followed by incubation with Dy488-secondary antibody (Bethyl). Nuclei were stained using DAPI and coverslips were assembled in Vectashield Mounting Medium (H-1000, Vector Laboratories). All the washing steps were done with PBS containing 0.05% (*v/v*) Tween 20. Images were acquired using Confocal Laser Point-Scanning Microscope Zeiss LSM 710. Fluorescence intensity of the nucleoplasmic staining was assessed using ImageJ.

Key Resources Table.

| Reagent Type<br>(Species) or Resource                | Designation                                 | Source or Reference                                                          | Identifiers                        | Additional<br>Information |
|------------------------------------------------------|---------------------------------------------|------------------------------------------------------------------------------|------------------------------------|---------------------------|
| Strain, strain background<br>( <i>Mus musculus</i> ) | C57BL/6                                     | The Jackson Laboratory                                                       |                                    |                           |
| Cell line ( <i>Homo sapiens</i> )                    | HEK293T                                     | ATCC                                                                         | ATCC CRL-3216                      |                           |
| Cell line ( <i>Mus musculus</i> )                    | bEnd.3                                      | Gift from Britta Engelhardt,<br>Theodor Kocher Institute, University of Bern | ATCC CRL-2299                      |                           |
| Cell line ( <i>Mus musculus</i> )                    | B16F10                                      | Gift from Prof. Lea Eisenbach,<br>Weizmann Institute of Science              | ATCC CRL-6475                      |                           |
| Cell line ( <i>Mus musculus</i> )                    | E0771                                       | Gift from Dr. Ravid Straussman,<br>Weizmann Institute of Science             | CH3 BioSystems<br>Cat# 94A001      |                           |
| Cell line ( <i>Mus musculus</i> )                    | LL/2 (LLC1)                                 | Gift from Dr. Ravid Straussman,<br>Weizmann Institute of Science             | ATCC CRL-1642                      |                           |
| Antibody                                             | anti-Lamin A/C (4C11)                       | Cell Signaling Technology                                                    | Cat# 4777, RRID:AB_10545756        |                           |
| Antibody                                             | anti-Lamin B1 [EPR8985(B)]                  | Abcam                                                                        | Cat# ab133741, RRID:AB_2616597     |                           |
| Antibody                                             | anti-GAPDH (6C5)                            | Millipore                                                                    | Cat# MAB374, RRID:AB_2107445       |                           |
| Antibody                                             | Alexa Fluor® 647 anti-CD31 (390)            | BioLegend                                                                    | Cat# 102416, RRID:AB_493410        |                           |
| Antibody                                             | anti-trimethyl Histone H3 (Lys9) (D4W1U)    | Cell Signaling Technology                                                    | Cat# 13969, RRID:AB_2798355        |                           |
| Antibody                                             | anti-KMT1B/SUV39H2 [EPR18495]               | Abcam                                                                        | Cat# ab190870, RRID:AB_2827544     |                           |
| Antibody                                             | anti-trimethyl Histone H3 (Lys27) (18E9.1)  | Millipore                                                                    | Cat# 05-1951, RRID:AB_11211815     |                           |
| Antibody                                             | anti-Histone H3 (A3S)                       | Millipore                                                                    | Cat# 05-928, RRID:AB_492621        |                           |
| Antibody                                             | anti-ESET/SETDB1 (D4M8R)                    | Cell Signaling Technology                                                    | Cat# 93212, RRID:AB_2800200        |                           |
| Antibody                                             | anti-alpha Tubulin (DM1A)                   | Thermo Fisher Scientific                                                     | Cat# 62204, RRID:AB_1965960        |                           |
| Antibody                                             | anti-DNA-RNA Hybrid (S9.6)                  | Millipore                                                                    | Cat# MABE1095, RRID:AB_2861387     |                           |
| Antibody                                             | anti-Ki67                                   | Abcam                                                                        | Cat# ab16667, RRID:AB_302459       |                           |
| Antibody                                             | Alexa Fluor® 647 anti-rabbit IgG (H+L)      | Jackson ImmunoResearch Labs                                                  | Cat# 711-605-152, RRID:AB_2492288  |                           |
| Antibody                                             | anti mouse IgG+IgM+IgA cross-adsorbed (H+L) | Bethyl                                                                       | Cat# A90-244D2, RRID:AB_10683272   |                           |
| Antibody                                             | Alexa Fluor® 488 anti-mouse IgG (H+L)       | Thermo Fisher Scientific                                                     | Cat# A-21202, RRID:AB_141607       |                           |
| Antibody                                             | Peroxidase-AffiniPure anti-mouse IgG (H+L)  | Jackson ImmunoResearch Labs                                                  | Cat# 115-035-003, RRID:AB_10015289 |                           |

|                              |                                                                |                             |                                                                             |      |
|------------------------------|----------------------------------------------------------------|-----------------------------|-----------------------------------------------------------------------------|------|
| Antibody                     | Peroxidase-AffiniPure anti-rabbit IgG (H+L)                    | Jackson ImmunoResearch Labs | Cat# 111-035-003, RRID:AB_2313567                                           |      |
| Recombinant DNA reagent      | MISSION <sup>®</sup> TRC2 pLKO.5-puro Empty Vector (shControl) | Sigma-Aldrich               | Cat# SHC201                                                                 |      |
| Recombinant DNA reagent      | MISSION <sup>®</sup> shRNA plasmid DNA Lamin A/C (shLmna)      | Sigma-Aldrich               | TRCN0000317672                                                              |      |
| Recombinant DNA reagent      | MISSION <sup>®</sup> shRNA plasmid DNA Lamin A/C (shLmna-2)    | Sigma-Aldrich               | TRCN0000089849                                                              |      |
| Sequence-based reagent       | Control siRNA (siControl)                                      | Bioneer                     | Sense: UUCUCCGAACGUGUCACGUtt;<br>anti-sense:<br>ACGUGACACGUUCGGAGAAtt       | [1]  |
| Sequence-based reagent       | Lamin A/C siRNA (siLmna)                                       | Bioneer                     | Sense: GGCUUGUGGAGAUCAUAAtt;<br>anti-sense:<br>UUAUCGAUCUCCACAAGCCgc        | [1]  |
| Sequence-based reagent       | <i>Lmna</i> Primers                                            | Integrated DNA Technologies | Forward:<br>GGATGCTGAGAACAGGCTACA<br>Reverse: CTCTCGCTGCTTCCCGTTATC         | [11] |
| Sequence-based reagent       | <i>Yap1</i> Primers                                            | Integrated DNA Technologies | Forward:<br>TACTGATGCAGGTACTGCGG<br>Reverse:<br>TCAGGGATCTCAAAGGAGGAC       | [11] |
| Sequence-based reagent       | <i>Gapdh</i> Primers                                           | Integrated DNA Technologies | Forward:<br>AGGTCGGTGTGAACGGATTG<br>Reverse:<br>TGTAGACCATGTAGTTGAGGTCA     | [11] |
| Sequence-based reagent       | <i>Birc5</i> Primers                                           | Integrated DNA Technologies | Forward:<br>TGACAACCCGATAGAGGAGCATA<br>Reverse:<br>TTCTTCCATCTGCTTCTTGACAGT |      |
| Sequence-based reagent       | <i>Cyr61</i> Primers                                           | Integrated DNA Technologies | Forward:<br>CGGAGGTGGAGTTAACGAGAAA<br>Reverse:<br>AAGACAGGAAGCCTCTTCAGTGAG  |      |
| Peptide, recombinant protein | Fibronectin                                                    | Sigma-Aldrich               | Cat# F1141                                                                  |      |
| Peptide, recombinant protein | Gelatin from bovine skin                                       | Sigma-Aldrich               | Cat# G9391                                                                  |      |
| Peptide, recombinant protein | Collagenase, Type 4                                            | Worthington Biochemical     | Cat# L5004188                                                               |      |
| Peptide, recombinant protein | DNase I, grade II                                              | Roche                       | Cat# 10104159001                                                            |      |
| Peptide, recombinant protein | Recombinant murine HGF                                         | PeproTech                   | Cat# 315-23                                                                 |      |
| Peptide, recombinant protein | Recombinant murine EGF                                         | PeproTech                   | Cat# 315-09                                                                 |      |
| Peptide, recombinant protein | Recombinant murine VEGF <sub>165</sub> (VEGF-A)                | PeproTech                   | Cat# 450-32                                                                 |      |
| Peptide, recombinant protein | Recombinant murine SDF-1 $\alpha$ (CXCL12)                     | PeproTech                   | Cat# 250-20A                                                                |      |

|                              |                                                        |                          |                                                                                         |
|------------------------------|--------------------------------------------------------|--------------------------|-----------------------------------------------------------------------------------------|
| Peptide, recombinant protein | Fibronectin                                            | Sigma-Aldrich            | Cat# F1141                                                                              |
| Chemical compound, drug      | Etoposide                                              | Sigma-Aldrich            | Cat# E1383                                                                              |
| Chemical compound, drug      | Puromycin                                              | Sigma-Aldrich            | Cat# P8833                                                                              |
| Chemical compound, drug      | CellTracker™ Orange CMTMR Dye                          | Thermo Fisher Scientific | Cat# C2927                                                                              |
| Chemical compound, drug      | Hoechst 33342                                          | Thermo Fisher Scientific | Cat# 62249                                                                              |
| Chemical compound, drug      | DAPI                                                   | Sigma-Aldrich            | Cat# D9542                                                                              |
| Chemical compound, drug      | X-Gal                                                  | Sigma-Aldrich            | Cat# 11680293001                                                                        |
| Chemical compound, drug      | Ethyl Cinnamate (ECi)                                  | Acros Organics           | Cat# 103-36-6                                                                           |
| Chemical compound, drug      | cOmplete™, Mini, EDTA-free Protease Inhibitor Cocktail | Roche                    | Cat# 4693159001                                                                         |
| Chemical compound, drug      | Poly(ethylene glycol) (PEG8000)                        | Sigma-Aldrich            | Cat# 81268                                                                              |
| Chemical compound, drug      | Triton X-100                                           | Sigma-Aldrich            | Cat# X100                                                                               |
| Commercial assay or kit      | Click-iT™ RNA Alexa Fluor™ 594 Imaging Kit             | Thermo Fisher Scientific | Cat# C10330Cat# 4693159001                                                              |
| Commercial assay or kit      | APC Annexin V Apoptosis Detection Kit with PI          | BioLegend                | Cat# 640932                                                                             |
| Commercial assay or kit      | Dynabeads™ mRNA DIRECT™ Purification                   | Thermo Fisher Scientific | Cat# 61011                                                                              |
| Commercial assay or kit      | Total RNA Mini Plus                                    | A&A Biotechnology        | Cat. #036-25                                                                            |
| Commercial assay or kit      | qScript™ cDNA Synthesis Kit                            | Quantabio                | Cat. #95047                                                                             |
| Commercial assay or kit      | SuperSignal™ West Pico PLUS Chemiluminescent Substrate | Thermo Fisher Scientific | Cat# 34577                                                                              |
| Software, algorithm          | cellSens (v1.16)                                       | Olympus                  | <a href="https://www.olympus-lifescience.com">https://www.olympus-lifescience.com</a>   |
| Software, algorithm          | Imaris (v9.5.1)                                        | Oxford Instruments       | <a href="https://imaris.oxinst.com/packages">https://imaris.oxinst.com/packages</a>     |
| Software, algorithm          | CaseViewer 2.3                                         | 3DHISTECH                | <a href="https://www.3dhistech.com/caseviewer">https://www.3dhistech.com/caseviewer</a> |
| Software, algorithm          | Fiji                                                   | SciJava                  | <a href="https://fiji.sc">https://fiji.sc</a>                                           |
| Software, algorithm          | CytExpert                                              | Beckman Coulter          | <a href="http://www.beckman.com">www.beckman.com</a>                                    |
| Software, algorithm          | FlowJo (v10.6.1)                                       | FlowJo                   | <a href="https://flowjo.com">https://flowjo.com</a>                                     |
| Software, algorithm          | Image Lab (v6.0.1)                                     | Bio-Rad Laboratories     | <a href="https://www.bio-rad.com">https://www.bio-rad.com</a>                           |
| Software, algorithm          | GraphPad Prism 6                                       | GraphPad Software        | <a href="https://www.graphpad.com">https://www.graphpad.com</a>                         |
| Software, algorithm          | R                                                      | R Development Core Team  | <a href="https://www.r-project.org">https://www.r-project.org</a>                       |
| Software, algorithm          | UTAP pipeline                                          | [3]                      | <a href="https://utap.readthedocs.io">https://utap.readthedocs.io</a>                   |
| Other                        | Lipofectamine™ 2000                                    | Thermo Fisher Scientific | Cat# 11668                                                                              |
| Other                        | Lipofectamine™ RNAiMAX                                 | Thermo Fisher Scientific | Cat# 3778075                                                                            |
| Other                        | Matrigel® Matrix                                       | Corning                  | Cat# 356234                                                                             |
| Other                        | Poly-L-lysine solution                                 | Sigma-Aldrich            | Cat# P4832                                                                              |
| Other                        | Agarose, low gelling temperature                       | Sigma-Aldrich            | Cat# 9045                                                                               |
| Other                        | Cell Dissociation Solution                             | Biological Industries    | Cat# 03-071-1B                                                                          |
| Other                        | Red Blood Cell Lysing Buffer Hybri-Max™                | Sigma-Aldrich            | Cat# R7757                                                                              |
| Other                        | DMEM, high glucose                                     | Thermo Fisher Scientific | Cat# 41965                                                                              |

## Supplementary Figures

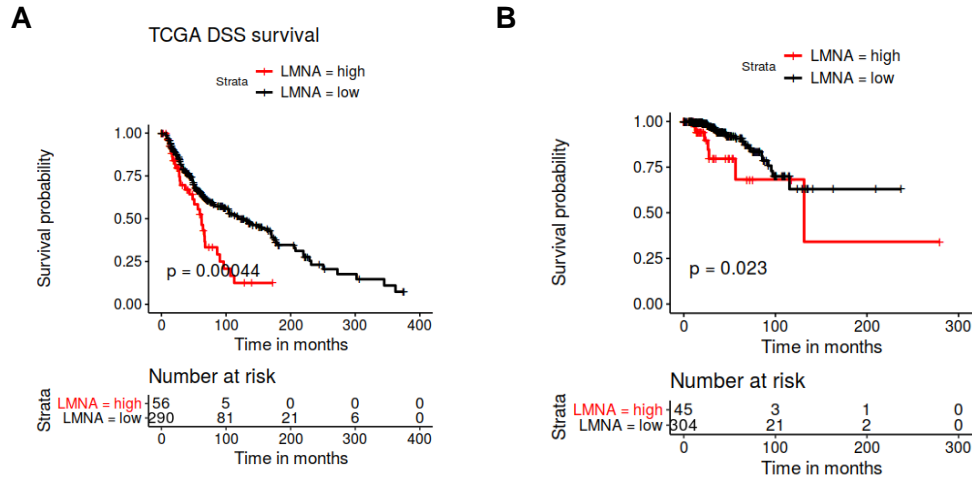

**Figure S1.** Clinical outcomes of elevated *LMNA* mRNA expression. Kaplan-Meier curves for Disease Specific Survival according to the levels of *LMNA* mRNA expression in patients from the TCGA cohort diagnosed with (A) metastatic skin cutaneous melanoma or (B) invasive breast carcinoma (Luminal B subtype). The number of patients (number at risk) is displayed below each curve with intervals of 100 months.

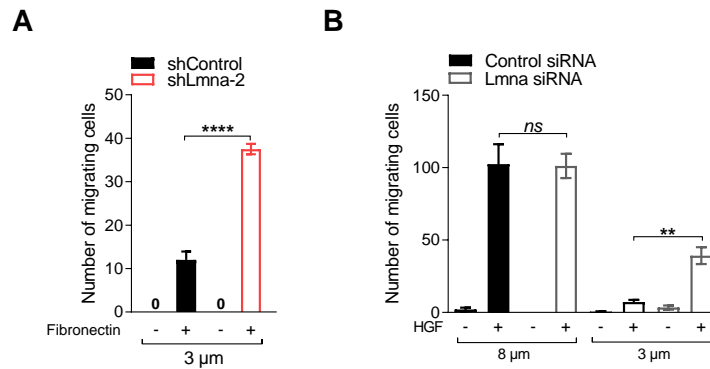

**Figure S2.** Downregulation of lamin A/C introduced by a second shRNA (shLmna-2) or by siRNA increases B16F10 melanoma cells squeezing through small rigid pores. (A) Haptotactic migration (4 h) of B16F10 shControl and shLmna-2 through 3 µm pore transwell filters coated (+) or uncoated (-) with fibronectin (1.5 µg/mL), quantified after 4 h. Data are represented as mean ± SEM of two independent experiments. \*\*\*\*  $p < 0.0001$ . (B) Migration of B16F10 siControl or siLmna cells (72 h after transfection) towards HGF (50 ng/mL) through 8 or 3 µm pore transwell filters quantified after 4 h. \*\*  $p$  (0.0076); ns: nonsignificant. Data are represented as mean ± SEM of two independent experiments.

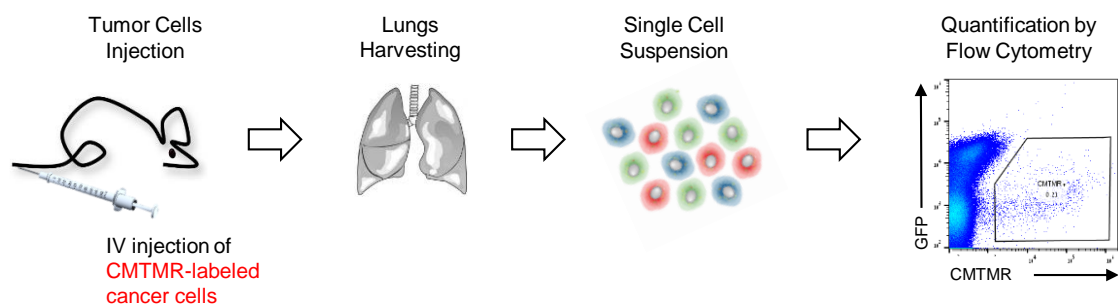

**Figure S3.** Quantification of cancer cells accumulation in lungs. Scheme depicting the experimental pipeline necessary to quantify single cell accumulation in lungs of recipient mice. Cancer cells are labeled with CMTMR orange cell tracker for 30 min and IV injected into recipient mice. After 3 hours, 3 or 7 days, the mice are euthanized, their lungs harvested, minced and digested into a single cell suspension that is subsequently analyzed by flow cytometry.

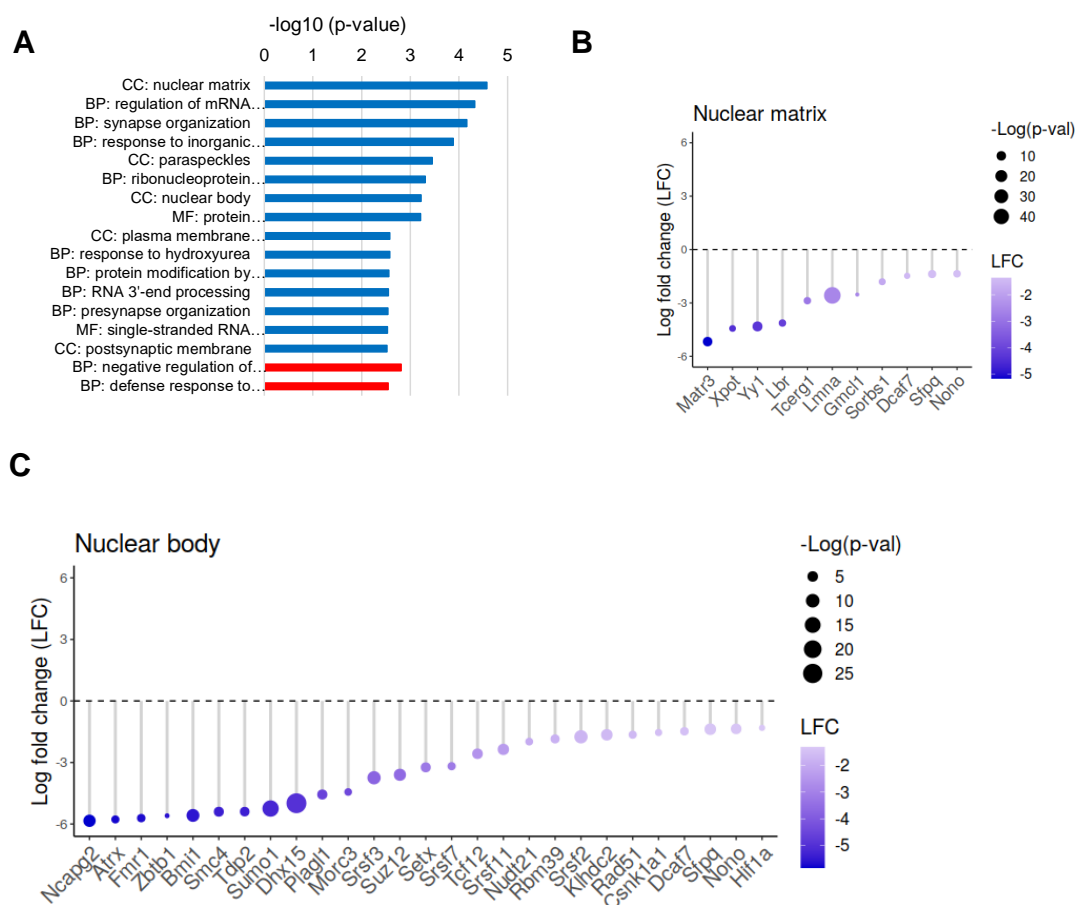

**Figure S4.** Lamin A/C downregulation alters gene transcription. **(A)** Gene ontology (GO) enrichment analysis of the top differentially downregulated (blue) and upregulated (red) genes in B16F10 shLmna cells. Biological Process (BP), Molecular Function (MF) and Cellular Component (CC). The full list of differentially expressed genes available in Table S1. **(B,C)** List of differentially expressed genes for the enriched gene ontology (GO) terms: nuclear matrix (B) and nuclear body (C); size of the dots represents statistical significance (adjusted *p* value).

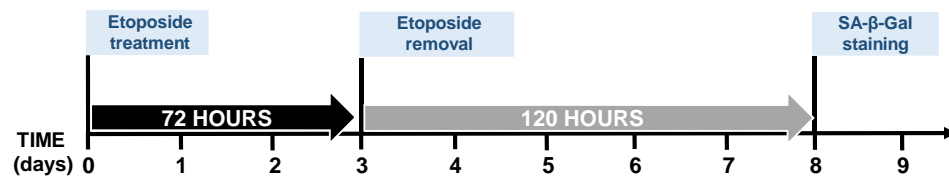

**Figure S5.** DNA damage-induced growth arrest and senescence of cancer cells induced by etoposide treatment in vitro. Cancer cells were exposed to 5  $\mu$ M etoposide for 72 h. The compound was subsequently removed and the cells were cultured with regular growth medium for additional 120 h. Cells were then fixed in 0.5% glutaraldehyde for 15 min and stained for senescence associated  $\beta$ -Galactosidase as described in [10].

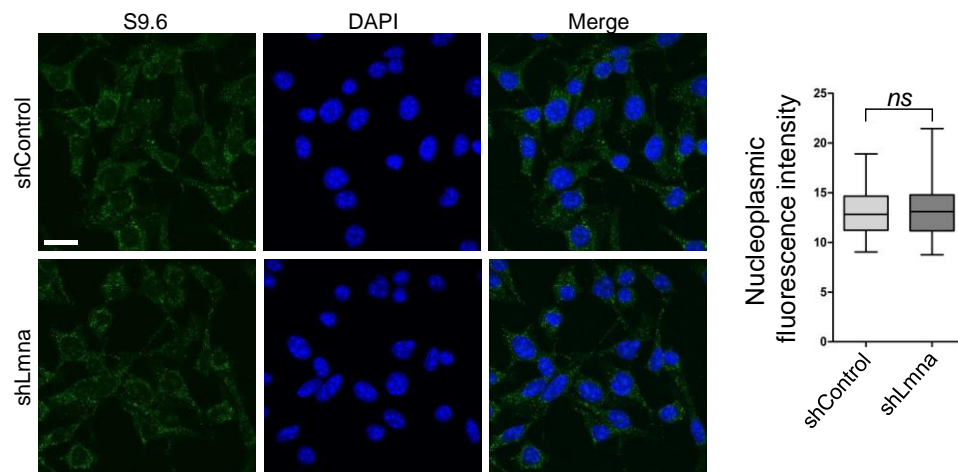

**Figure S6.** Lamin A/C downregulation does not alter R-loop (S9.6) formation in B16F10 cells. R-loop mapping via S9.6-based anti-DNA:RNA hybrid antibody. Nucleoplasmic fluorescence was quantified using FIJI software ( $n=90$ ). Data are represented as mean  $\pm$  SEM of three independent experiments. Mann-Whitney two-tailed  $U$  test. Scale bar, 25  $\mu$ m.

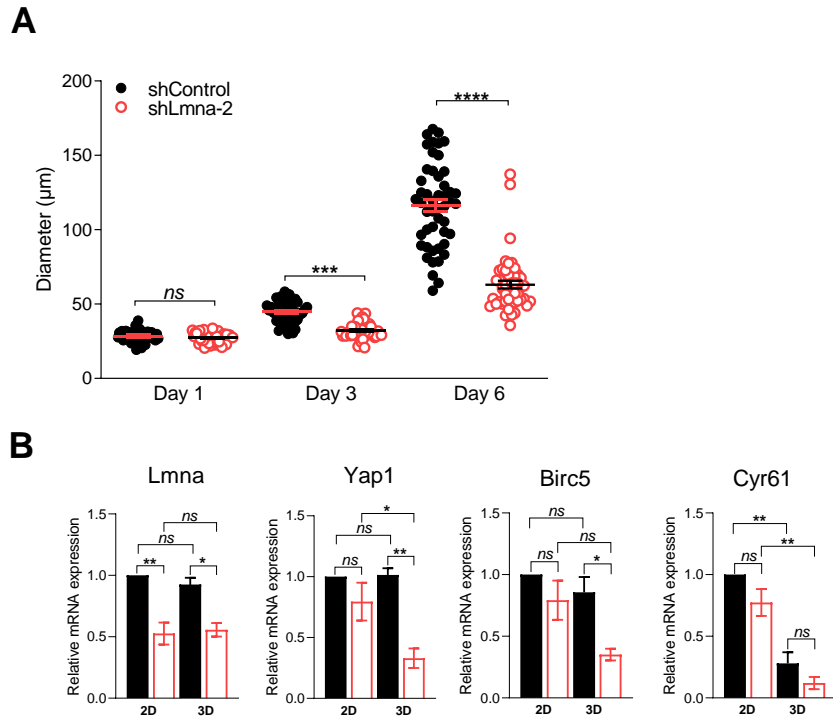

**Figure S7.** Melanoma proliferation in spheroids is reduced by lamin A/C downregulation introduced by a second shRNA (shLmna-2). **(A)** Soft agar colony formation assay. B16F10 shControl or shLmna-2 cells were embedded in soft agar and their growth was monitored for 6 days. Spheroid diameter was measured on days 1, 3, and 6 after seeding ( $n = 50$ ). \*\*\*  $p = 0.004$ ; \*\*\*\*  $p < 0.0001$ ; ns: nonsignificant. Data are represented as mean  $\pm$  SEM of two independent experiments. **(B)** Relative levels of *Lmna*, *Yap1*, and *Yap1*-related genes assessed by qRT-PCR for control and lamin A/C knockdown B16F10 cells grown on 2D or within 3D spheroids isolated on day 6 post seeding. Values are relative to shControl grown in 2D. \*\*  $p = 0.0036$ . Data are represented as mean  $\pm$  SEM of three independent experiments. \*  $p < 0.05$ , \*\*  $p < 0.005$ , \*\*\*  $p < 0.0005$ , \*\*\*\*  $p < 0.0001$ . Student's two-tailed unpaired  $t$  test **(A)** or one-way ANOVA with Tukey's post hoc test **(B)**.

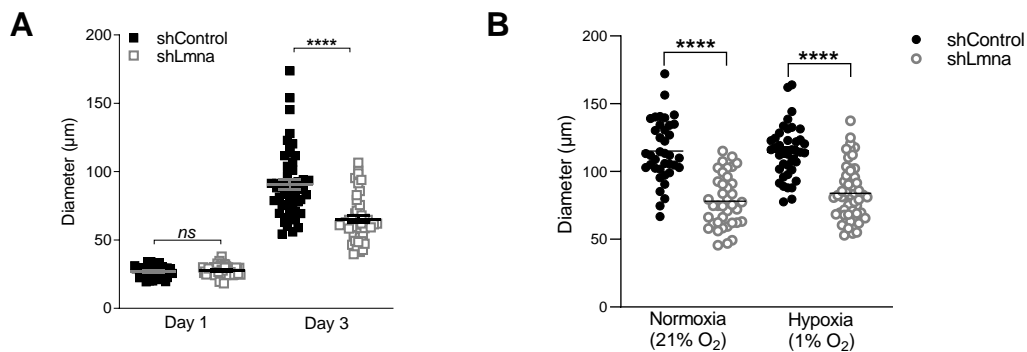

**Figure S8.** Proliferation of lamin A/C knockdown B16F10 cells in 3D spheroids is reduced in the presence of serum enriched media as well as in hypoxic conditions. **(A)** The diameter of individual spheroids measured on days 1 and 3 grown in soft agar supplemented with 50% FBS ( $n = 50$ ). Data are represented as mean  $\pm$  SEM of two independent experiments. \*\*\*\*  $p < 0.0001$ ; ns: nonsignificant. **(B)** The diameter of individual spheroids grown in 10% serum supplemented soft agar either in normoxic (21% O<sub>2</sub>) or hypoxic (1% O<sub>2</sub>) conditions for 6 days ( $n = 50$ ). \*\*\*\*  $p < 0.0001$ . Student's two-tailed unpaired  $t$  test **(A,B)**.

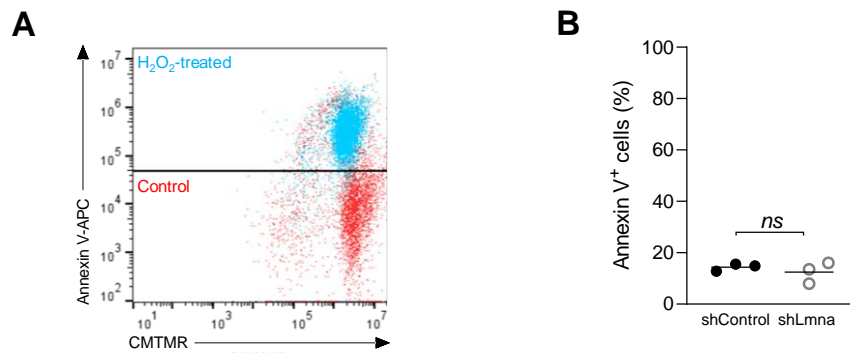

**Figure S9.** Apoptotic fraction of B16F10 cells isolated from recipient lungs on day 7 post injection. **(A)** In vitro readout of apoptosis. Representative flow cytometry dot plot of CMTMR-labeled B16F10 cells treated with 3% H<sub>2</sub>O<sub>2</sub> or control solution for 15 min and subsequently stained for Annexin V. **(B)** A single cell suspension of recipient lungs was stained on day 7 post tail vein injection for Annexin V. CMTMR-labeled shControl or shLmna expressing B16F10 cells were gated as in Figure S3 ( $n = 3$ ). ns: nonsignificant. Student's two-tailed unpaired  $t$  test **(B)**.

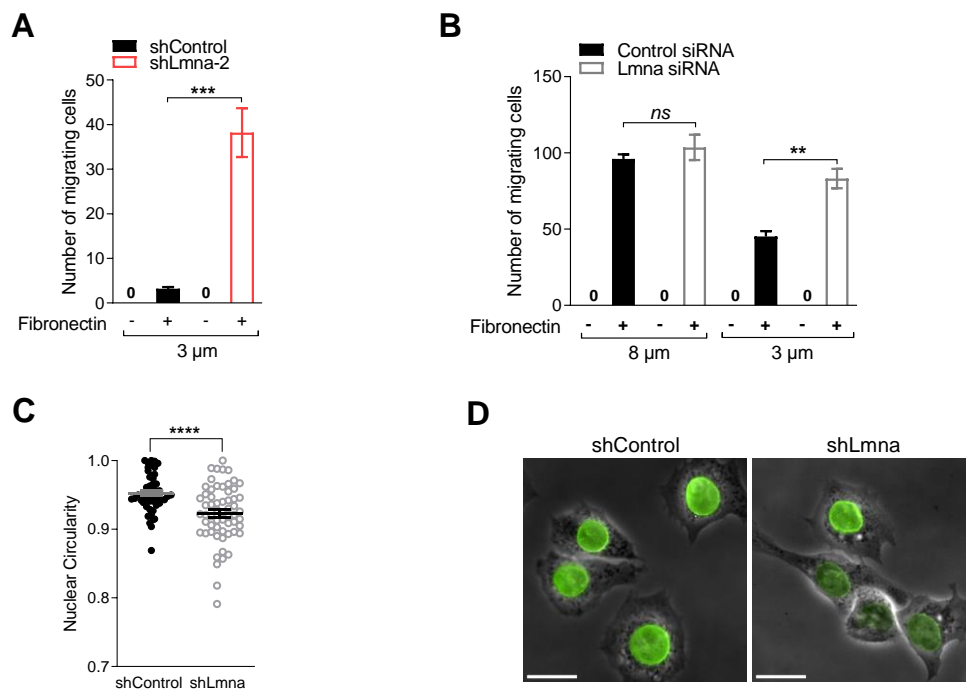

**Figure S10.** Downregulation of lamin A/C increases E0771 breast carcinoma cells squeezing through small rigid pores and alters nuclear shape. **(A)** Haptotactic migration of E0771 shControl or shLmna-2 cells through 3  $\mu$ m pore transwell filters coated (+) or uncoated (–) with fibronectin (1.5  $\mu$ g/mL), quantified after 4 h. Data are represented as mean  $\pm$  SEM of two independent experiments. \*\*\*  $p$  (0.0002). **(B)** Haptotactic migration of E0771 siControl and siLmna (72 h post transfection), through 8 or 3  $\mu$ m pore transwell filters coated (+) or uncoated (–) with fibronectin (1.5  $\mu$ g/mL), quantified after 4 h. Data are represented as mean  $\pm$  SEM of two independent experiments. \*\*  $p$  (0.0018); ns: nonsignificant. **(C)** Nuclear circularity of E0771 shControl or shLmna cells spread on a bEnd.3-derived basement membrane ( $n = 51$ , shControl;  $n = 60$ , shLmna). Data are represented as mean  $\pm$  SEM. \*\*\*\*  $p$  < 0.0001. **(D)** Representative immunostaining of lamin A/C (green),

superimposed on phase contrast images of E0771 shControl or shLmna cells. Scale bar, 20  $\mu\text{m}$ . Student's two-tailed unpaired t test (A–C).

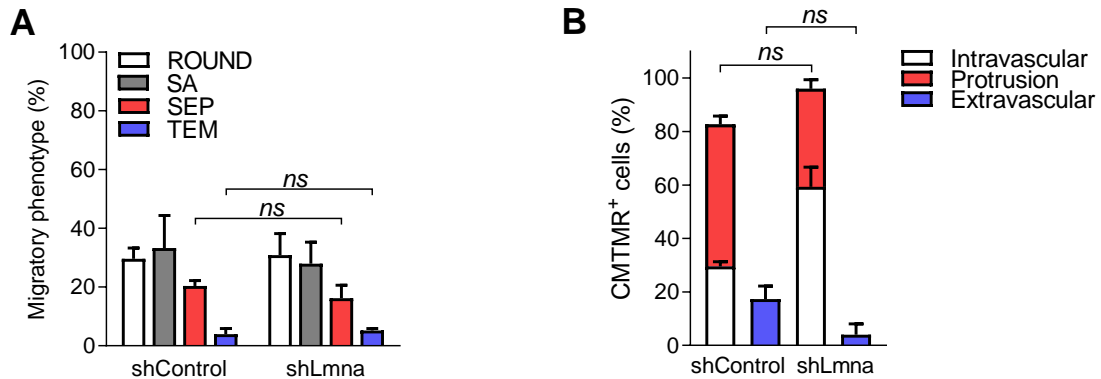

**Figure S11.** In vitro and in vivo breast carcinoma crossing of endothelial barriers is not facilitated by lamin A/C downregulation. (A) Migratory phenotypes of E0771 breast carcinoma cells TEM. Distinct tumor cell categories (referred to as migratory phenotypes) taken from time-lapse video microscopy segments of individual E0771 cells: round, spread above (SA), forming sub endothelial pseudopodia (SEP), and completing transendothelial migration (TEM) ( $n = 60$ ). Data are represented as mean  $\pm$  SEM of two independent experiments. (B) Percentage of E0771shControl and shLmna cells present in a volume of  $5 \times 10^9 \mu\text{m}^3$  of the left lung lobe isolated 3 days after retro-orbital injection and counted with Imaris software ( $n = 40$  cells). Data are represented as mean  $\pm$  SEM of two independent experiments. ns: nonsignificant. Two-way ANOVA with Bonferroni's post hoc test (A,B).

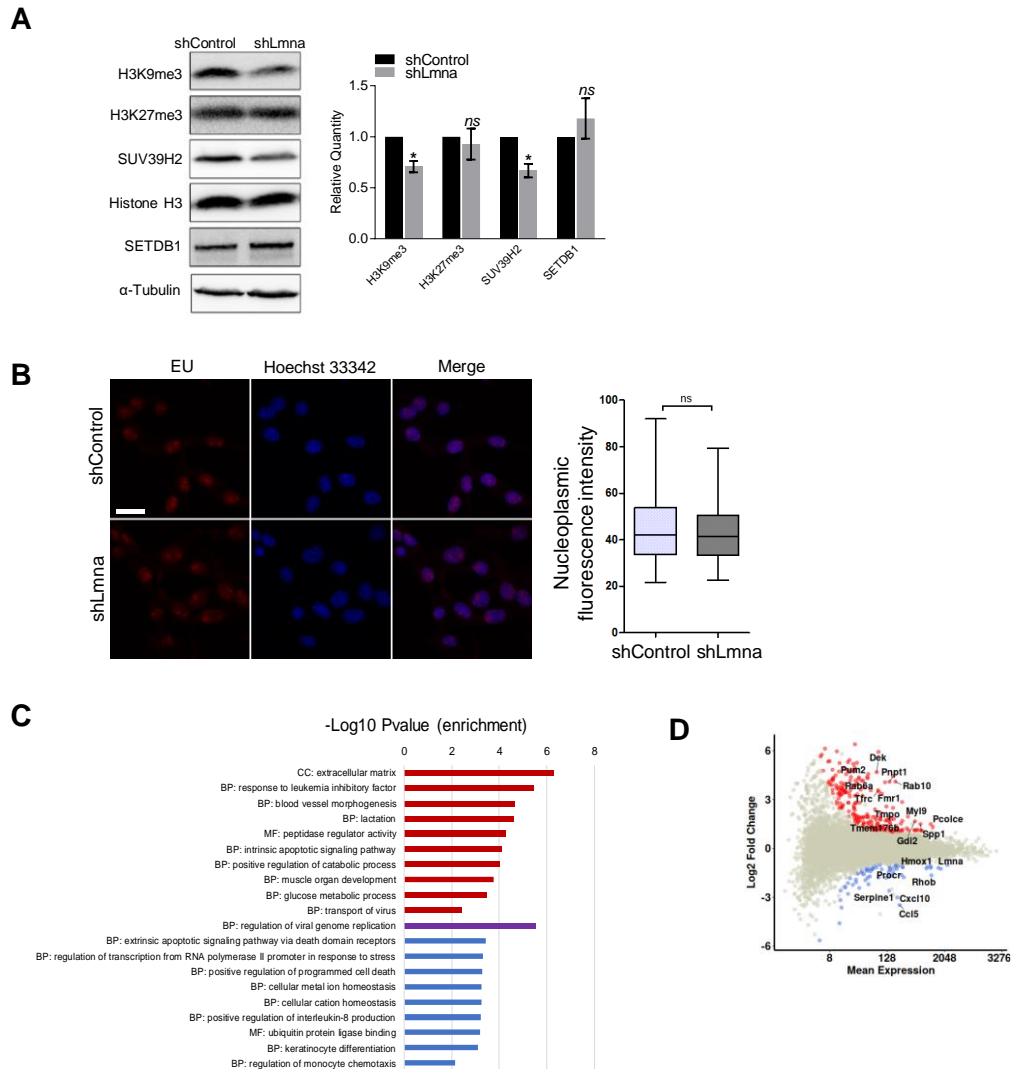

**Figure S12.** Lamin A/C downregulation reduces heterochromatin content and alters gene transcription. **(A)** Equal protein amounts from E0771shControl or shLmna cells, separated by SDS-PAGE and analyzed for the indicated proteins by Western blot analysis. The bar graph represents the mean levels of H3K9me3, H3K27me3 and SUV39H2 normalized to Histone H3 and of SETDB1 normalized to α-Tubulin ± SEM of at least four independent experiments. \* $p < 0.05$ ; ns: nonsignificant. **(B)** Fluorescence microscopy imaging of 5-ethynyl uridine (EU) incorporation (red) and Hoechst 33342 (blue) in E0771 shControl and shLmna cells ( $n = 90$ ). Data are represented as mean ± SEM of three independent experiments. Scale bar, 25 μm. **(C)** Gene ontology (GO) enrichment analysis of the top differentially downregulated (blue) and upregulated (red) genes in E0771 shLmna cells. Biological Process (BP), Molecular Function (MF) and Cellular Component (CC). **(D)** Log2FoldChange versus mean expression levels of differentially downregulated (blue), upregulated (red) and nondifferentially expressed genes (grey) are shown. The names of the top 20 most significantly expressed genes are indicated in the plot. Student's two-tailed unpaired  $t$  test **(A)**, Mann-Whitney two-tailed  $U$  test **(B)**.

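Pathways were tested on the E0771 calls with the Reactome sets for mouse, in place of the gene ontology terms of Metascape, which were not used here. A one-sided Fisher's exact test was run on 722 pathways of 10 to 500 tested genes in each direction, against a background of 8945 tested genes with an Entrez identifier, with Benjamini-Hochberg adjustment over both directions. In all, 7 pathways had an adjusted p below 0.05, 4 among the genes higher in shLmna and 3 among the genes lower in shLmna. Among the 355 higher genes of the background, 14 belonged to extracellular matrix organization, against 3.85 expected (adjusted p = 0.0157, Fisher's exact test). Degradation of the extracellular matrix held 8 higher genes against 1.63 expected, collagen degradation 6 against 0.873, and muscle contraction 7 against 1.27. Among the 156 lower genes, 5 belonged to peptide ligand-binding receptors, against 0.314 expected (adjusted p = 0.0156, Fisher's exact test). GPCR downstream signaling held 9 lower genes against 1.62 expected, and class A rhodopsin-like receptors 5 against 0.436. These pathways share genes and are not independent. With the replicate block, 7 pathways passed (the correlation of same-numbered libraries lay between -0.11 and 0.35). Leaving out libraries moved this result most, with between 2 and 11 pathways past the threshold.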

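Of the tested E0771 genes, 2543 had an unadjusted p below 0.05 and 1232 an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 714 higher and 518 lower in shLmna. The criterion on the Log2FoldChange left 356 higher and 156 lower genes, so that 69.5% of the differentially expressed genes were higher in shLmna, and the criterion on the mean normalized count removed none. The 3 shControl and 3 shLmna libraries did not overlap for 509 of the differentially expressed genes and for 32.5% of all tested genes, where chance gives 10%. The filter for a mean count of at least 50 moved these counts most among the alternatives that kept the criteria, to 112 higher and 46 lower genes. Without any filter on low counts, 523 genes were called. With the replicate block there were 363 higher and 155 lower genes (the correlation of same-numbered libraries lay between -0.11 and 0.35). The higher genes had a median GC content of 39.5% in their 3' ends and the lower genes 49.2%.

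Ranked by edgeR's estimated Log2FoldChange, the largest changes among the called genes whose groups did not overlap were those of Col3a1, Sacm1l, Smarcad1, Tmed7 and Nipa2 among the higher genes and of Aloxe3, Ccl5, Rsad2, Ttbk1 and Cxcl10 among the lower genes. For the genes with a group at or under 3 UMIs in every library these estimates rest on few or no UMIs in that group, and the lower bounds do not follow this order. Col3a1 (chromosome 1 of GRCm38, 45311538 to 45349706) had no UMI in any shControl library and a normalized count of 13.0 ± 2.57 (SD, n = 3) in shLmna, at least 4.22-fold higher. Sacm1l (chromosome 9, 123529759 to 123592600) was at least 17.7-fold higher in shLmna, Smarcad1 (chromosome 6, 65042583 to 65116061) at least 7.46-fold and Nipa2 (chromosome 7, 55931287 to 55962476) at least 13.4-fold. The counted ends of Sacm1l and Nipa2 overlap an exon of a gene on the opposite strand, Slc6a20b and Cyfip1. Tmed7 (chromosome 18, 46560235 to 46597535) had a Log2FoldChange of 5.50 (standard error 0.38, adjusted p = 9.7e-07, edgeR), and its counted end overlaps an exon of Ticam2 on the same strand, so the counts of Tmed7 are uncertain. Aloxe3 (chromosome 11, 69125896 to 69149115) was at least 7.96-fold lower. Rsad2 (chromosome 12, 26442746 to 26456452) had a Log2FoldChange of -3.44 (standard error 0.53, adjusted p = 0.000631, edgeR). Ttbk1 (chromosome 17, 46442448 to 46487675) had a Log2FoldChange of -2.98 (standard error 0.62, adjusted p = 0.00538, edgeR), and without shControl replicate 2 its adjusted p was 0.0523, the highest among alternatives that ranged from 0.00373. With each library left out in turn, the Log2FoldChange of Ttbk1 ran from -4.41 to -2.38.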

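The 19 genes labelled in Fig. S12D that are reported here were all differentially expressed in edgeR's quasi-likelihood test, 13 higher and 6 lower in shLmna. All 19 were also called with the replicate block, after the GC correction with and without the block, and in every fit that left out 1 library. The largest of their adjusted p-values was 8.6e-05, that of Spp1, and their standard errors lay between 0.13 and 0.42. Ranked by p over all tested genes, 12 of them were among the 20 smallest, 17 among the 50 smallest, and the last held rank 70. Coordinates are those of GRCm38 (mm10).

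Rab10 (chromosome 12, 3247428 to 3309969) rose from a normalized count of 21.4 ± 1.73 (SD, n = 3) to 369.5 ± 34.3 (SD, n = 3), a Log2FoldChange of 4.11 (standard error 0.19, adjusted p = 1.1e-08, edgeR). Ccl5 (chromosome 11, 83525778 to 83530518) fell from 440 ± 57.7 to 39.8 ± 7.05 (SD, n = 3 each), a Log2FoldChange of -3.48 (standard error 0.19, adjusted p = 3.6e-08, edgeR). Pnpt1 (chromosome 11, 29130744 to 29161828) rose from 16.0 ± 4.31 to 277 ± 30.3 (SD, n = 3 each), a Log2FoldChange of 4.08. Dek (chromosome 13, 47084775 to 47106201) rose from 7.46 ± 8.38 to 150.3 ± 34.3 (SD, n = 3 each), a Log2FoldChange of 4.53, and the shControl libraries of Dek varied more than their mean. With each library left out in turn, the Log2FoldChange of Dek ran from 4.01 to 5.77. Among the other higher genes, the Log2FoldChange was 4.51 for Pum2 (chromosome 12, 8674134 to 8752581), 4.32 for Rab6a (chromosome 7, 100607410 to 100641268), 3.55 for Tfrc (chromosome 16, 32608920 to 32632794) and 3.33 for Fmr1 (chromosome X, 68678541 to 68717963). It was 2.48 for Tmpo (chromosome 10, 91147571 to 91181315), 1.96 for Myl9 (chromosome 2, 156775420 to 156781658), 1.70 for Tmem176b (chromosome 6, 48833818 to 48841496) and 1.65 for Gdi2 (chromosome 13, 3538063 to 3567871). Pcolce (chromosome 5, 137605103 to 137613784) changed by 1.49 and Spp1 (chromosome 5, 104435118 to 104441050) by 1.48. Among the lower genes, the Log2FoldChange was -2.97 for Cxcl10 (chromosome 5, 92346638 to 92348889), -1.77 for Procr (chromosome 2, 155751117 to 155755471), -1.66 for Rhob (chromosome 12, 8497661 to 8500009) and -1.23 for Hmox1 (chromosome 8, 75093621 to 75100589).

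The GC content of the 3' ends ran from 29.7% for Fmr1 to 56.4% for Myl9, and 10 of the 13 higher genes lay below the median of the uncalled genes. Pnpt1, Rab6a, Fmr1, Lmna and Rhob are also listed in Table S1 as lower in lamin A/C knockdown B16F10 cells. In E0771, Pnpt1, Rab6a and Fmr1 were higher, and Lmna and Rhob were lower. The counted ends of Dek, Rab10, Gdi2 and Cxcl10 overlap an exon of a gene on the opposite strand, Kdm1b, Rab10os, Fam208b and Art3.

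**Figure D2:**
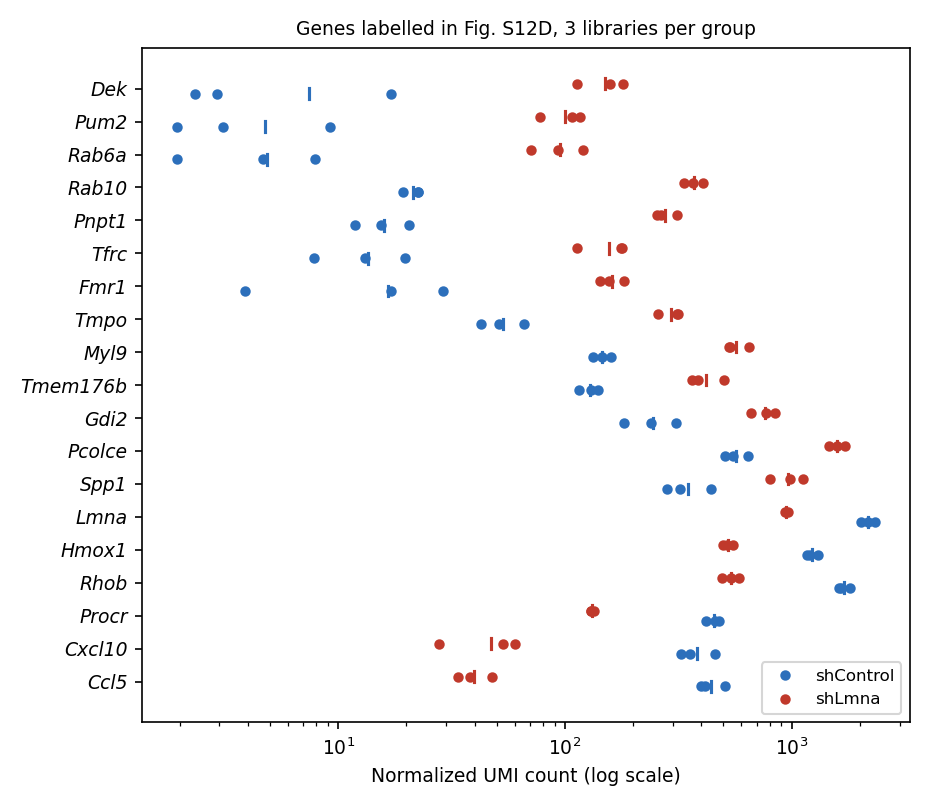
Normalized UMI counts on a log axis of the 19 reported genes labelled in Fig. S12D in the 3 shControl (blue) and 3 shLmna (red) libraries, with each point a library and each short vertical line a group mean. The groups do not overlap for any of the 19 genes.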

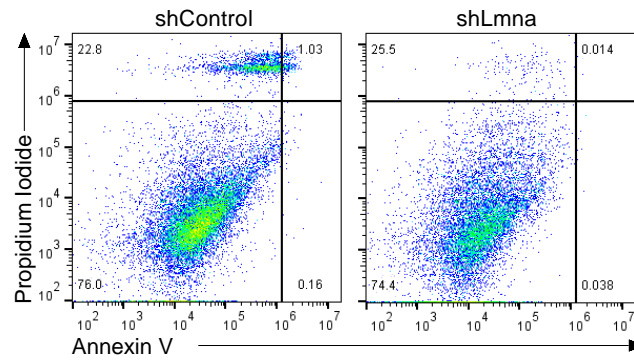

**Figure S13.** The fraction of apoptotic cells in spheroids of E0771 shControl or shLmna derived on day 6. Flow cytometry plots showing annexin V (X-axis) and propidium iodide (Y-axis) staining of either shControl or shLmna expressing E0771 cells extracted from 3D spheroids on day 6. The left lower quadrant indicates viable cells.

**Figures 1A and 7A**

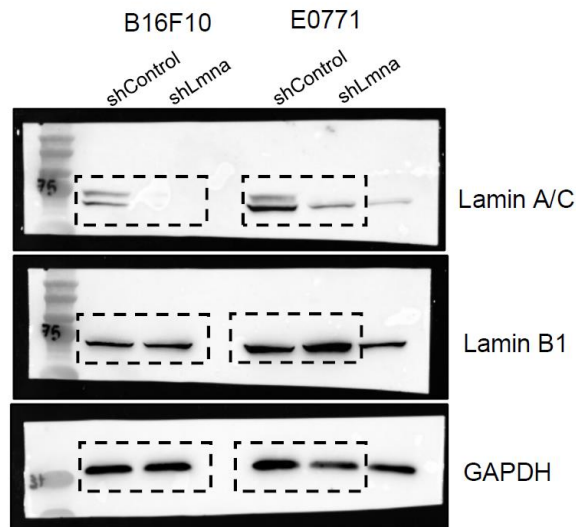

**Figure S14.** *cont.*

**Figure 4B**

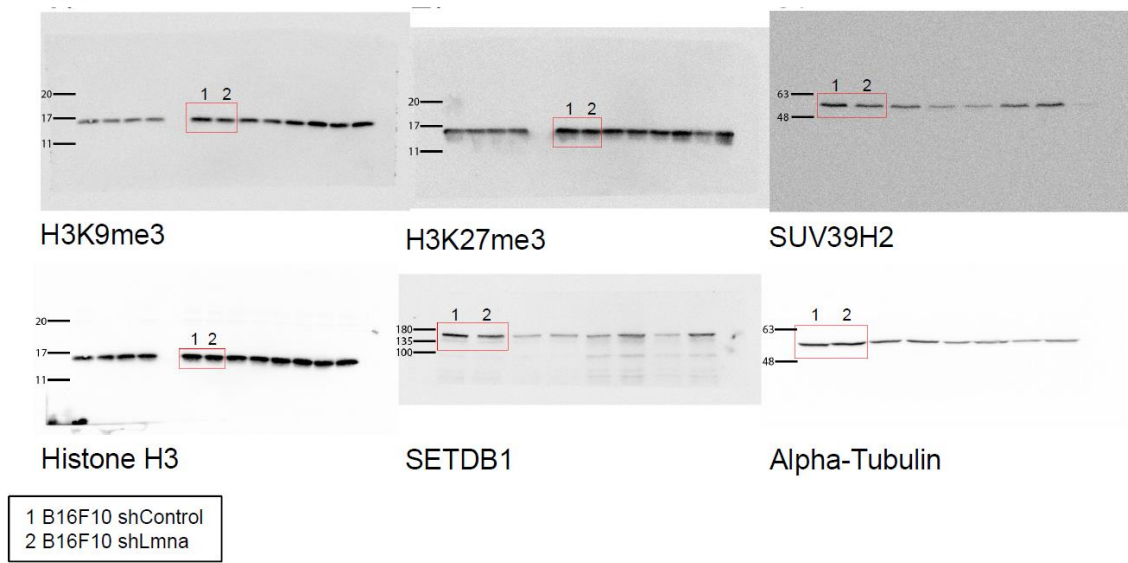

**Figure S11A**

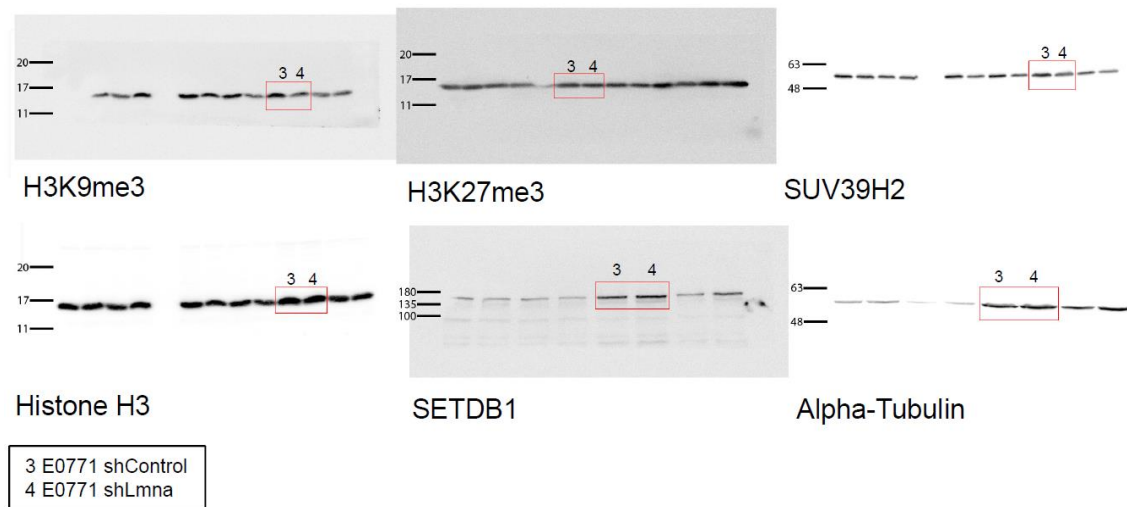

**Figure S14.** Original information about the western blot.

## Supplementary Video Legends

**Video S1.** Transendothelial migration of B16F10 murine melanoma. Time-lapse Video of a Hoechst-labeled B16F10 crossing a bEnd.3 endothelial monolayer. The contours of the tumor cell leading edges and nucleus are outlined in each image in yellow and red respectively. Elapsed time is designated as h:mm:ss. Scale bar, 20  $\mu$ m.

**Video S2.** Migratory phenotypes of B16F10 cells over a bEnd.3 endothelium. Time-lapse Video divided in four quadrants in which different B16F10 cells display a unique phenotype when interacting with a bEnd.3 endothelial monolayer. Represented clockwise there are Round, Spread Above (SA), subendothelial pseudopodium (SEP) and transendothelial migration (TEM) phenotypes. Elapsed time is designated as h:mm:ss. Scale bar, 20  $\mu$ m.

**Video S3.** Transendothelial migration of B16F10 shControl vs shLmna cells. Time-lapse Video depicting a Hoechst labeled B16F10 cell shControl (left) and shLmna (right) crossing a bEnd.3 endothelium. The contours of the tumor cell leading edges and nucleus are outlined in yellow and red respectively. Elapsed time is designated as h:mm:ss. Scale bar, 20  $\mu$ m.

**Video S4.** Nuclear deformability and motility of B16F10 shControl vs shLmna cells. Time-lapse Video depicting the Hoechst-labeled nuclei (green) of B16F10 shControl (left) and shLmna (right) cells interacting with a bEnd.3-deposited basement membrane. Elapsed time is designated as h:mm:ss. Scale bar, 20  $\mu$ m.

**Video S5.** Light sheet microscopy of tumor cells, bronchial structures and lung vasculature. Three-dimensional animated visualization of a section of murine lung lobe. CMTMR-labeled tumor cells (red) and autofluorescent bronchial structures (green) can be observed from seconds 0 to 21 (Video length). CD31-labeled lung vasculature (cyan) can be observed from seconds 22-40 (Video length).

**Video S6.** Example of an intravascular B16F10 cell. Three-dimensional animated visualization of a CMTMR-labeled B16F10 cell (red) located inside a CD31-labeled lung vasculature (cyan). Scale bar, 100  $\mu$ m.

**Video S7.** Example of a protruding B16F10 cell. Three-dimensional animated visualization of a CMTMR-labeled B16F10 cell (red) protruding through the CD31-labeled lung vasculature (cyan). Scale bar, 100  $\mu$ m.

**Video S8.** Example of an extravascular B16F10 cell. Three-dimensional animated visualization of a CMTMR-labeled B16F10 cell (red) located outside the CD31-labeled lung vasculature (cyan). Scale bar, 100  $\mu$ m.

**Video S9.** Nuclear deformability and motility of E0771 shControl vs shLmna cells. Time-lapse video depicting the Hoechst-labeled nuclei (green) of shControl (left) and shLmna (right) expressing cells interacting with a bEnd.3-deposited basement membrane. Elapsed time is designated as h:mm:ss. Scale bar, 20  $\mu$ m.

## References

1. Roman, W.; Martins, J. P.; Carvalho, F. A.; Voituriez, R.; Abella, J. V. G.; Santos, N. C.; Cadot, B.; Way, M.; Gomes, E. R. Myofibril Contraction and Crosslinking Drive Nuclear Movement to the Periphery of Skeletal Muscle. *Nat. Cell Biol.* **2017**, *19*, 1189–1201.
2. Jaitin, D. A.; Kenigsberg, E.; Keren-Shaul, H.; Elefant, N.; Paul, F.; Zaretsky, I.; Mildner, A.; Cohen, N.; Jung, S.; Tanay, A.; Amit, I. Massively Parallel Single-Cell RNA-Seq for Marker-Free Decomposition of Tissues into Cell Types. *Science* **2014**, *343*, 776–779.
3. Kohen, R.; Barlev, J.; Hornung, G.; Stelzer, G.; Feldmesser, E.; Kogan, K.; Safran, M.; Leshkowitz, D. UTAP: User-Friendly Transcriptome Analysis Pipeline. *BMC Bioinformatics* **2019**, *20*. <https://doi.org/10.1186/s12859-019-2728-2>.
4. Martin, M. Cutadapt Removes Adapter Sequences from High-Throughput Sequencing Reads. *EMBnet.journal* **2011**, *17*, 10.
5. Dobin, A.; Davis, C. A.; Schlesinger, F.; Drenkow, J.; Zaleski, C.; Jha, S.; Batut, P.; Chaisson, M.; Gingeras,

- T. R. STAR: Ultrafast Universal RNA-Seq Aligner. *Bioinformatics* **2013**, *29*, 15–21.
6. Anders, S.; Pyl, P. T.; Huber, W. HTSeq-A Python Framework to Work with High-Throughput Sequencing Data. *Bioinformatics* **2015**, *31*, 166–169.
  7. Love, M. I.; Huber, W.; Anders, S. Moderated Estimation of Fold Change and Dispersion for RNA-Seq Data with DESeq2. *Genome Biol.* **2014**, *15*, 550.
  8. Johnson, W. E.; Li, C.; Rabinovic, A. Adjusting Batch Effects in Microarray Expression Data Using Empirical Bayes Methods. *Biostatistics* **2007**, *8*, 118–127.
  9. Zhou, Y.; Zhou, B.; Pache, L.; Chang, M.; Khodabakhshi, A. H.; Tanaseichuk, O.; Benner, C.; Chanda, S. K. Metascape Provides a Biologist-Oriented Resource for the Analysis of Systems-Level Datasets. *Nat. Commun.* **2019**, *10*, 1523.
  10. Krizhanovsky, V.; Yon, M.; Dickins, R. A.; Hearn, S.; Simon, J.; Miething, C.; Yee, H.; Zender, L.; Lowe, S. W. Senescence of Activated Stellate Cells Limits Liver Fibrosis. *Cell* **2008**, *134*, 657–667.
  11. Spandidos, A.; Wang, X.; Wang, H.; Dragnev, S.; Thurber, T.; Seed, B. A Comprehensive Collection of Experimentally Validated Primers for Polymerase Chain Reaction Quantitation of Murine Transcript Abundance. *BMC Genomics* **2008**, *9*, 633.

How the deposited data were processed for this re-analysis (not part of the article)

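The data are 6 MARS-seq RNA-seq libraries of E0771 mouse breast carcinoma cells, 3 with a control vector (shControl) and 3 expressing an shRNA against lamin A/C (shLmna). The paper's list of reagents gives shControl as an empty vector. MARS-seq captures the 3' ends of polyadenylated RNA and marks each molecule with a unique molecular identifier (UMI), so that copies made by amplification are counted once. Groups and replicate numbers were taken from the sample labels. The titles of the knockdown libraries read shRNA4, while their genotype and description read shLmna. Which of the paper's shRNA constructs against lamin A/C this is was not found in the paper's text. The RNA-seq libraries of B16F10 cells were not analysed here, and the values given for them are the paper's, from Table S1.

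The authors trimmed the reads with Cutadapt, mapped them to the mm10 mouse genome with STAR 2.4.2a and counted UMIs in the last 1000 bases of each RefSeq gene and 100 bases downstream, which gave the deposited table of counts. These counts are whole numbers without normalization for 10520 genes, and the highest count of every gene is at least 6, so genes with fewer were left out at a step the paper's text does not describe. The authors also deposited log2 values that they normalized and corrected with ComBat, which were used here only to compare the replicates, in their spread and in the correlation of same-numbered libraries. The authors' deposited table of the comparison, made with DESeq2, holds for each gene the mean normalized count over all libraries as its signal, a log2 fold change of shControl over shLmna, a p-value and an adjusted p-value. Its log2 fold changes were turned to shLmna over shControl here. It was used only for the counts and differences that are named as those of the authors' deposited table. All columns of values per library were used.

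The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10, which left 8969, libraries were scaled by TMM factors, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, without a replicate block. A gene was called differentially expressed by the paper's criteria, a mean normalized count above 5, an absolute log2 fold change above 1 and an adjusted p below 0.05. Gene sets were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01. Overlaps were tested with Fisher's exact test against the tested genes. Reactome sets came from fgsea 1.28.0, with 10 to 500 tested genes per set. DESeq2 1.42.0 and limma-voom were alternatives. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for sequence features and plots.

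Coordinates and 3' end sequences came from GENCODE release M21 (GRCm38). A transcript was matched to 10468 of the 10520 genes, 323 of them through an older symbol, and GC content was taken over the last 1000 bases of the longest protein-coding transcript, or of the longest transcript where none is protein-coding, which can differ from the RefSeq transcript used in counting. Overlaps of the counted ends were searched in the annotation, and copies of a gene elsewhere in the genome were not searched. The GC correction fitted, for each library, a loess curve of span 0.3 and degree 2 to each gene's deviation from its mean against GC content, and entered it as an offset.

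The scripts were tested on simulated counts drawn with the means and library sizes of the real libraries. In these, 200 genes above a minimum count were changed by a log2 fold change of 2, up or down. Of these 200, edgeR's test recovered 100%, with 6 false calls among 8822 genes, DESeq2 recovered 100% with 3 among 8969, and limma-voom 100% with 7 among 8822. With no changed gene there were 2 calls among 8841 genes. With a simulated GC bias edgeR made 583 false calls among 8824 genes, and 8 after the correction. Genes and libraries were drawn independently of each other. Recovery of smaller changes, of changes at lower counts and among correlated genes was not tested this way.

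The libraries held between 1846208 and 3242051 UMIs. A gene at or under 3 UMIs in every library of a group was treated as at the floor, and its fold is given as a lower bound. With 3 libraries against 3, an exact permutation test cannot give a p below 0.1, so single genes were tested only with models fitted across all genes. Both groups carry the replicate numbers 1, 2 and 3 in the sample labels, which do not say what the numbers share, and results with the number as a block are given beside those without it.

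Genes are named by a preset rule: every gene labelled in Fig. S12D, every gene the paper names whose transcript was measured, and the 5 higher and 5 lower called genes with the largest change among those whose groups did not overlap. Genes outside this rule are named as such. Some results are not reported here. The naming rule, the lists of interferon-stimulated and YAP target genes and the following alternatives, called preset here, were set before the data were examined. They were DESeq2, limma-voom, RLE and upper-quartile scaling, no filter on low counts, a mean count of at least 50, the replicate block, counts thinned to the smallest library, each library left out in turn, an adjusted p below 0.05 alone or below 0.01, a test against a fold of 1.5, a prior count of 0.5, a correlation between genes estimated from each set, and a background of the genes in the B16F10 sheet. Not every alternative was set for every result. The background of the B16F10 sheet held only the part at hand, its alphabetically first genes, with 10 shared genes. The GC correction, with and without the block, DESeq2 with the block, and the interferon list without Ccl5 and Cxcl10, with and without the block, were added after the data were seen. Independent filtering in DESeq2 used its default of 0.1, and 0.05 was added afterwards for the fit with the block.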

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

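Interferon-stimulated genes were lower as a set in lamin A/C knockdown E0771 cells, a signal in genes that the paper does not discuss as a group. The GC correction in this part was added after the data were seen. The test of the list without Ccl5 and Cxcl10 was chosen only after the result of the set was seen. The list is a preset one, made because Ccl5 and Cxcl10 are labelled in Fig. S12D, so it was prompted by genes the paper had already shown as changed and is not independent of them. Of its 40 genes, 28 were tested. Their mean log2 fold change was -0.56, against 0.059 for the other genes, with 19 lower and 9 higher (limma's camera, adjusted p = 0.00207 after Benjamini-Hochberg adjustment over 3 sets, 0.00138 before). The mean of the set was 4.59, 4.69 and 4.61 log2 CPM in shControl replicates 1, 2 and 3, and 4.20, 4.24 and 3.76 in shLmna, so that it was lower in 3 of 3 shLmna libraries than in any shControl library. Of the 28 genes, 7 were called lower and 2 higher, and 11 had an adjusted p below 0.05 over all tested genes and 13 over the list alone (edgeR). With the replicate block, camera's unadjusted p was 0.00117. Without Ccl5 and Cxcl10 the signal was smaller: the 26 other tested genes had a mean log2 fold change of -0.36, with 17 lower and 9 higher (limma's camera, adjusted p = 0.0324, 0.0216 before adjustment, and 0.0203 and 0.0135 with the replicate block).

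GC content was tested as a technical source. All 28 tested genes had a GC value, and after the correction the mean was -0.52 (limma's camera, adjusted p = 0.0144, 0.0048 before adjustment). Their median GC content of 47.05% lay near the 47.3% of the uncalled genes, so the correction had little to act on. Tested genes with a GC content from 44.8% to 47.1% had a median log2 fold change of -0.041, against -0.27 for the 28 genes. These values argue against GC content of the 3' ends as the source of the lower values of this set. RLE and upper-quartile scaling gave a mean of -0.57 and -0.55. The set test depends on the correlation assumed between genes: estimated from the set, the unadjusted p was 0.274, and it ranged from 6.9e-05 to this value over the preset alternatives. Of the 4 splits of the 6 libraries that part all same-numbered pairs, 2 gave a set result as large, the real split included, and a share under 0.25 cannot be reached. Of the 6 splits that part 1 pair, 1 also gave a set result as large. The signal therefore cannot be told apart from variation between libraries unrelated to the knockdown. Plate position also follows the groups. So does the expression of any shRNA, if the control was the empty vector of the paper's list of reagents. A lower interferon response after lamin A/C knockdown may be a hypothesis to test with more libraries.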

How the results depend on the processing

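Results were recomputed under the alternatives named in the processing summary. Among the 512 calls, no gene had its sign reversed in an alternative fit of single genes in which it was tested. Genes under the filter of a mean count of at least 50 were not tested in that fit, the alternatives that change only the criteria cannot change a sign, and those set only for gene sets or for the overlap background give no sign for a gene. Leaving out each library in turn gave from 346 to 654 differentially expressed genes, with 254 to 462 genes higher in shLmna and 92 to 192 genes lower in shLmna. With a mean count of at least 50 there were 158 called genes, 112 higher and 46 lower, and 154 of the 158 were among the 512. With an adjusted p below 0.05 alone there were 1232, 714 higher and 518 lower. With an adjusted p below 0.01 there were 329, 87 of them lower, and with the test against a fold of 1.5 there were 256, 194 higher and 62 lower. DESeq2 with the replicate block, added after the data were seen, called 289, 225 higher and 64 lower, and 291, 226 higher and 65 lower, with independent filtering at 0.05. Higher genes made up between 67.4% and 77.9% of the calls in all of these settings except an adjusted p alone, where they made up 58.0%. RLE and upper-quartile scaling left 68.9% and 70.7% higher, and no scaling or filter moved the median of all genes by over 0.1.

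The odds ratio of the overlap with the B16F10 list lay between 2.27 and 5.54 over the preset alternatives, and its p stayed below 0.05 in each. The share of shared genes that changed in opposite directions lay between 83.9% and 91.7% in the preset alternatives set for it. The background of the genes in the B16F10 sheet was not among them. After the GC correction, with and without the block, the share was 79.5%. The set of genes lower in B16F10 had a mean log2 fold change of 0.36 to 0.69 with each library left out. It did not pass camera's threshold with the correlation between genes estimated from the set (mean 0.53, unadjusted p 0.254), after the GC correction (mean 0.23, unadjusted p 0.197) or after the correction with the replicate block (mean 0.23, unadjusted p 0.181). Pearson's r with the B16F10 values lay between -0.30 and -0.23 over the 9 preset alternatives set for it and was -0.18 after the GC correction. Interferon-stimulated genes had a mean of -0.65 to -0.41 with each library left out and passed the threshold in each, and did not pass it with the estimated correlation (mean -0.56, unadjusted p 0.274). Without Ccl5 and Cxcl10, a setting chosen after the data were seen, their mean was -0.36 (unadjusted p 0.0216), still past the threshold.

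As a set, YAP target genes did not differ from the other genes in any setting, and the sign of their mean was not stable. It was 0.0096, and -0.043 with no filter on low counts, and it ran from -0.019 to 0.039 with each library left out, below 0 without shControl replicate 1, shLmna replicate 1 or shLmna replicate 2. The log2 fold change of Lbr was -0.036 under the GC correction and -0.041 under the correction with the block, against 0.46 without it, and that of Birc5 was 0.010 and 0.011, against -0.074. Among the single genes named, 28 other values were weaker, past the threshold only without the change of setting, and 1 was stronger. Between 2 and 11 Reactome pathways passed with each library left out. The cause of these changes was not tested, apart from the GC content treated under other observations. With counts thinned to the smallest library there were 422 calls, of which 379 were among the 512.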

Differences from the paper's values

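The paper's Table S1 lists 289 differentially expressed genes in lamin A/C knockdown E0771 cells, and 512 were called here with edgeR and the same criteria. Of the alternatives set before the data were examined, DESeq2 (422 genes), counts thinned to the smallest library (422), an adjusted p below 0.01 (329), the test against a fold of 1.5 (256) and the fits without shControl replicate 1 (422), shControl replicate 2 (346), shLmna replicate 2 (422) or shLmna replicate 3 (383) came within 1.5 times the paper's count. Limma-voom (521), RLE scaling (512), upper-quartile scaling (515), no filter on low counts (523), a mean count of at least 50 (158), the replicate block (518), an adjusted p below 0.05 alone (1232) and the fits without shControl replicate 3 (654) or shLmna replicate 1 (461) did not. DESeq2 with the replicate number as a block, a setting chosen after the values were seen, called 289 genes, and its log2 fold changes differed from those of the authors' deposited table by at most 0.000512, against up to 4.09 for DESeq2 without the block. With independent filtering at 0.05 in place of the default of 0.1, also chosen after the values were seen, it called 291. The paper's text does not name this design. Of the 289 genes past the criteria in the authors' deposited table, 277 were among the 512.

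The paper states that the expression changes in E0771 did not overlap those in B16F10. It does not say whether shared genes with opposite changes count as overlap. Here 46 of the 282 tested genes of the B16F10 list were also called in E0771, with an odds ratio of 3.44. Of the 46, 41 changed in opposite directions. Most of the 46 were lower in B16F10 and most were higher in E0771, which alone gives a large opposite share. The direction in E0771 did not depend detectably on that in B16F10 (p = 0.244, two-sided Fisher's exact test). In the authors' deposited table, 32 genes past the criteria are on the paper's B16F10 list, 30 of them with opposite signs. The legend of Fig. S12D calls its labelled genes the most significant. Of the 19 reported here, 12 were among the 20 smallest p-values of edgeR without the replicate block. The p-values of the authors' deposited table were not ranked here, so this does not set the legend against its own test.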

Other observations

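The tests of GC content and transcript length among the genes higher in shLmna, of GC-matched lists, of the variation between shControl libraries and of the GC content of the B16F10 list were chosen after the results were seen. The GC corrections, the depth and largest-gene tests and the splits of the libraries were set before their results were seen.

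More genes were higher than lower in lamin A/C knockdown E0771 cells, and the higher genes had 3' ends of low GC content. The area under the curve of low GC for higher against uncalled genes was 0.69. In the lowest decile of GC content 16.2% of the genes were called higher, against 2.91% in the highest decile. The 122 genes with a log2 fold change above 2 had a median GC content of 35.4%. Longer transcripts were also more often higher, with an area under the curve of 0.614. After the GC correction, 349 genes were higher out of 518 calls, of which 436 were among the 512, and 338 with the replicate block, so higher genes still outnumbered lower genes. The correction left part of the dependence on GC content, with 11.6% of the genes called higher in the lowest decile after it and 2.57% in the highest, so it does not tell how much of the excess goes with GC content. The excess was also present with counts thinned to the smallest library (303 higher) and without the 10 genes of the largest counts (348 higher and 162 lower). A biological response to the knockdown and a technical difference in how AT-rich 3' ends were captured may both contribute, and the transcript length and GC results leave the technical explanation open. Plate position, which follows the groups, cannot be told apart from the knockdown.

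The genes lower in B16F10 shLmna were higher in E0771 shLmna, and the evidence on GC content is mixed. The 3' ends of these genes were AT-rich as well, with an area under the curve of low GC of 0.878 against the other tested genes. Their median log2 fold change in E0771 was 0.383, at percentile 100 of 10000 random lists matched on GC content and expression, whose median was 0.116, so GC content in this comparison did not account for it. After the GC correction, however, the set no longer differed from the other genes (limma's camera, adjusted p = 0.295, 0.197 before adjustment, and 0.271 and 0.181 with the replicate block). The set also varied among the shControl libraries, over a range of 0.648 log2 units, which lay at percentile 100 of random lists matched on expression and of lists matched on GC and expression. These genes thus differed between libraries of the same condition by more than genes of similar GC content and expression, and such variation may contribute to the difference between the groups. Its source was not tested, and a response to the knockdown in opposite directions in the lines cannot be told apart from it. The B16F10 counts were not analysed here.

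The 6 libraries can be split into 3 against 3 in 10 ways, of which 4 part all same-numbered pairs, and the other 6 part 1 pair. Counting the real split, 1 of the 4 gave as many called genes as the real one and 1 as large a correlation with B16F10. The count was also 1 for the overlap with B16F10 and 1 for the Reactome pathways, but with 0 called genes in every other split both are 0 there by construction, so they restate the count of called genes and are not separate tests. For the set of genes lower in B16F10 the count was 2, for interferon-stimulated genes 2 and for YAP target genes 4. Of the 6 splits that part 1 pair, 2 gave as large a result for the set of genes lower in B16F10, 1 for interferon-stimulated genes and 3 for YAP target genes, and 0 for the number of called genes and for the correlation. With 4 splits the share cannot fall below 0.25, so none of these results can be told apart from a split by chance on this count alone. The other 9 splits of the 10 gave 0 called genes, with between 33 and 955 genes at an unadjusted p below 0.05, against 2543 for the real split.

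YAP target genes, a preset list, did not differ as a set. Of 25 genes, 17 were tested, with a mean log2 fold change of 0.0096, 9 higher and 8 lower (limma's camera, adjusted p = 0.783, 0.813 with the replicate block, and 0.894 after the GC correction). Among the 17, 4 had an adjusted p below 0.05 over all tested genes (edgeR), and 1 was called lower and 0 higher. The paper reports lower Yap1 and Birc5 transcripts after knockdown in B16F10 spheroids, but not in B16F10 cells grown on culture plates. Its sequencing methods describe no spheroids and do not state how the cells were grown. The E0771 values here therefore cannot test that result. Yap1 itself had a log2 fold change of 0.59 (adjusted p = 0.0335, edgeR, from 0.0263 to 0.172 over the preset alternatives), and Cyr61, a target the paper measures in B16F10, had -0.95 (adjusted p = 0.00139, edgeR), both short of the criterion on the log2 fold change. Birc5 had -0.074.

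Among genes of the lamina and its partners in E0771, Lmnb1 had a log2 fold change of -0.22 (adjusted p = 0.366, edgeR) and Lmnb2 0.19, neither past the threshold. Lbr had 0.46 (adjusted p = 0.149, edgeR), which reversed under the GC correction, and the counted end of Lbr overlaps an exon of Dnah14 on the opposite strand. Syne1 had -0.35, Syne2 0.41, Emd -0.30, Banf1 -0.23 and Setdb1 -0.24, none past an adjusted p of 0.05 without the GC correction, with which Syne2 had 0.50 (adjusted p = 0.042, edgeR, 0.0541 with the replicate block, against 0.0804 to 0.355 over the preset alternatives). Of the 13 tested genes of the list of lamina genes and their partners, 2 were called, Tmpo and Syne3, both higher. Tmpo, which is also labelled in Fig. S12D, had 2.48 (adjusted p = 2.5e-06, edgeR, from 8.9e-26 to 0.000389 over the preset alternatives). Syne3 had 1.19 (adjusted p = 0.00599, edgeR, from 0.00347 to 0.0408 over the preset alternatives), and DESeq2 with the replicate block gave it an adjusted p of 0.0551. With counts thinned to the smallest library the Syne3 log2 fold change was 0.94 (adjusted p = 0.0369, edgeR), short of the criterion, so it was not called there. Suv39h2 had too few counts to be tested. Of the 35 genes of Fig. S4B,C, 34 were tested in E0771, all 34 listed in Table S1 as lower in B16F10, where 28 were higher and 6 lower, 7 of them called higher and 1, Lmna, called lower. Atrx had the largest change of these, at least 17.2-fold higher in shLmna.

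Among the genes higher in B16F10 that were also called in E0771, Tmem106b and Bnip3l were higher in E0771 and Prdx1 was lower. They were chosen for naming after their values were seen. Tmem106b had 0, 1 and 2 UMIs in shControl and 11, 20 and 7 in shLmna. Bnip3l had a log2 fold change of 2.02 (adjusted p = 0.0174, edgeR, from 0.0092 to 0.135 over the preset alternatives) and Prdx1 -1.67 (adjusted p = 0.00714, edgeR, from 0.00024 to 0.0589).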
